# Sexual Dimorphism in Transcriptional and Functional Glucocorticoid Effects on Mouse Skeletal Muscle

**DOI:** 10.3389/fendo.2022.907908

**Published:** 2022-07-11

**Authors:** Sheng Li, Milena Schönke, Jacobus C. Buurstede, Tijmen J.A. Moll, Max Gentenaar, Maaike Schilperoort, Jenny A. Visser, Kasiphak Kaikaew, Davy van de Vijver, Tooba Abbassi-Daloii, Vered Raz, Annemieke Aartsma-Rus, Maaike van Putten, Onno C. Meijer, Jan Kroon

**Keywords:** androgen, betamethasone, corticosterone, glucocorticoids, muscle atrophy

## Abstract

Muscle atrophy is common in patients with increased glucocorticoid exposure. Glucocorticoid effects are often sex-specific, and while different glucocorticoid responses between male and female subjects are reported, it is unclear why this is. In this study, we evaluated the effects of corticosterone and synthetic glucocorticoid treatment on muscle atrophy in male and female mice. We found that corticosterone treatment reduced grip strength in female mice only, whereas muscle mass was reduced in both sexes. Skeletal muscle transcriptional responses to corticosterone treatment were more pronounced and widespread in male mice. Synthetic glucocorticoid treatment reduced grip strength in both sexes, while female mice were more sensitive to muscle atrophy than male mice. To evaluate the role of androgens, chemically-castrated male mice were treated with synthetic glucocorticoids. We observed additively reduced muscle mass, but did not observe any interaction effects. Although sex differences in glucocorticoid responses in skeletal muscle are partly influenced by androgen signaling, further studies are warranted to fully delineate the underlying mechanisms.

## Introduction

Muscle atrophy is the wasting or loss of muscle tissue and is observed in multiple diseases including cancer, diabetes, sepsis and renal failure, but also upon synthetic glucocorticoid (GC) treatment. In the elderly and aforementioned patients, muscle atrophy significantly reduces the quality of life and increases mortality (1–3). GC-induced muscle atrophy is prevalent, and is mostly the result of a high dose and sustained usage of GCs or chronic increased endogenous GC levels (4, 5). Indeed, muscle atrophy and reduced muscle function are observed at different doses and treatment regimens with synthetic glucocorticoids such as dexamethasone and prednisolone (6–9). Another commonly used synthetic glucocorticoid is betamethasone (10), which is prescribed for a range of inflammatory diseases at a wide range of doses (11).

Skeletal muscle is composed of different muscle fiber types, including the slow/oxidative type 1 fibers and fast/glycolytic type 2 fibers (12, 13). Type 1 fibers have an oxidative capacity and contain more myoglobin and mitochondria. These fibers are primarily important for muscle endurance, and have a higher resistance to fatigue and reduced force generation compared to type 2 fibers (14). Type 2 fibers are predominantly glycolytic and can be subdivided in several subtypes including type 2A, 2X and 2B fibers. Type 2A fibers have a fast contraction velocity and are less prone to fatigue compared to type 2B fibers. Type 2B fibers are the largest fiber type and generate ATP by anaerobic metabolic processes when maximum power is required (15). Skeletal muscles are composed of distinct mixtures of fiber types (16), and changes in muscle function and atrophy often involve a re-distribution in muscle fiber type composition (17).

Total muscle mass is regulated by many endocrine factors, including anabolic factors such as androgens and catabolic factors such as GCs (18, 19). GCs negatively regulate muscle mass both directly and indirectly. Direct effects include the upregulation of atrophy-related factors, and indirect effects are mediated e.g. *via* interference with anabolic pathways. Altogether this results in a reduction of protein and muscle fiber number and density (20, 21). Upon GC exposure in skeletal muscle, the ubiquitin-proteasome system is activated, which plays a major role in myofibrillar protein degradation (22). Muscle atrophy F‐box (*atrogin‐1*) and muscle ring finger 1 (*MurF-1*) are two muscle-specific ubiquitin ligases of which expression is increased under atrophy-inducing conditions, and these so-called atrogenes play a critical role in muscle atrophy (23, 24). Krüppel-like transcription factor (*Klf15*) is a pivotal factor in skeletal muscle, and was shown to directly regulate the expression of the *atrogin-1* and *MurF-1* atrogenes (25) but is also involved in muscle endurance (26).

Many processes that are influenced by GC exposure are known to be sexually dimorphic (27, 28), oftentimes due to differences in sex hormone levels. Synthetic glucocorticoid treatment influences sex hormone levels, i.e. it lowers the testosterone level in male rats, while glucocorticoid treatment increases testosterone in female rats (29). In humans, glucocorticoids response in muscle function can be sexually dimorphic, but it is unclear to what extent androgens play a role in such effects. In this study, we investigated the effects of corticosterone and synthetic glucocorticoid treatment on muscle atrophy and function in male and female mice. We found that male and female muscle responded differently to glucocorticoid exposure at a transcriptomic and functional level, and that androgen signaling may in part contribute to these differences.

## Methods

### Animals

All animal experiments were approved by the ethical committee of Leiden University Medical Center (functional cohorts) or Erasmus MC (RNA-sequencing cohort). Mice were purchased from Charles Rivers Laboratories and group housed in conventional cages with a 12-hour:12-hour light:dark cycle and had *ad libitum* access to water and RM3 chow diet (Special Diet Services, Essex, UK). Male and female C57BL/6J mice aged 8-10 weeks were used.

### Animal Experiments

To test muscle sensitivity to corticosterone treatment, male (N=8/group) and female mice (N=8/group) were implanted subcutaneously with either a corticosterone-pellet (20 mg corticosterone and 80 mg cholesterol) or a vehicle-pellet (100 mg cholesterol) in the neck region (30, 31), and mice were followed for 14 days. Corticosterone and vehicle pellets were synthesized at Leiden University Medical Center.

To study sex differences in sensitivity to synthetic glucocorticoid betamethasone treatment, male (N=4/group) and female mice (N=6/group) were intraperitoneally injected with 3 mg/kg betamethasone, 25 mg/kg betamethasone, or PBS (vehicle) daily for 14 days. The dose of betamethasone was based on previous muscle atrophy studies with dexamethasone (32), which has approximately the same potency as compared to betamethasone.

To investigate the role of androgen signaling in glucocorticoid-induced muscle atrophy, male mice were chemically castrated using a subcutaneous injection with 25 mg/kg degarelix (MedChemExpress), which is a GnRH antagonist that blocks LH and FSH release and results in diminished testosterone levels (33). Intact and chemically-castrated mice were intraperitoneally injected daily with 3 mg/kg betamethasone or vehicle (PBS) for 14 days (N=8/group).

### Body Weight, Body Composition, Grip Strength and Grid Hanging Measurement

All cohorts were subjected to several functional tests and measurements to assess body weight, body composition and muscle function. Body weight, body composition (EchoMRI-100-analyzer) and grip strength were measured twice a week and grid hanging was measured once a week, and all functional measurements were performed between 3-6 hours after lights-on. Grip strength of the forelimb was measured using a grid attached to an isometric force transducer (Chatillon, Columbus Instruments 080529). The force transducer records the maximum force that is required to break the mouse’s grip from the mesh surface. In total, we recorded five sets of measurements, each consisting of three pulls and with a resting period of at least one minute between them. The three highest values obtained were averaged. Overall muscle function was assessed with the four limbs hanging test, the mouse was placed on a grid, which was turned upside down, 15 cm above a cage filled with soft bedding. This test was performed weekly with a maximum of three attempts per session from which the best performance was used. Maximum allowed hanging time was 600 seconds. At the end of the experiments, mice were killed by CO_2_ asphyxiation (between 3-6 hours after lights-on) and several muscle types were isolated, weighed and frozen in liquid nitrogen for further processing.

### RNA Isolation and RT-qPCR Analysis

Total RNA was isolated by using Tripure (Roche) according to the manufacturer’s instructions. RNA concentration was measured by NanoDrop spectrophotometer (Thermo Fisher). Total RNA was diluted into 1 µg for reverse transcription using M-MLV reverse-transcriptase (Promega). cDNA (4 ng) was used per 10 µl RT-qPCR reaction, and each qPCR reaction contained 1 µl primers (0.5 µl forward and 0.5 µl reverse of each) and 5 µl SYBR green supermix (Bio-Rad) using a Bio-Rad CFX96. GAPDH was used as housekeeping gene. Primer sequences: *MurF-1* Fwd: TGTGCAAGGAACAGAAGAC; Rev: CCAGCATGGAGATGCAGTTA; *Atrogin-1* Fwd: TTGGATGAGAAAAGCGGCAG; Rev: TACAGTATCCATGGCGCTCC; *Klf15* Fwd: AAATGCACTTTCCCAGGCTG; Rev: CGGTGCCTTGACAACTCATC; *Gapdh* Fwd: GGGGCTGGCATTGCTCTCAA; Rev: TTGCTCAGTGTCCTTGCTGGGG.

### RNA Sequencing

To study the corticosterone-induced transcriptome in quadriceps muscle, male and female mice were subcutaneously implanted in the neck region with slow-release pellets containing corticosterone (50 mg corticosterone and 50 mg cholesterol; N=6 per sex) or vehicle (100 mg cholesterol; N=6 per sex) (corticosterone and vehicle pellets were synthesized at Leiden University Medical Center). After 14 days, mice were fasted for 5 hours and killed by cardiac puncture under isoflurane anaesthesia (28). Quadriceps muscle was collected and homogenized in Tripure using a Kimble pellet pestle followed by a phase-separation with chloroform. Total RNA was isolated using the RNeasy kit according to manufacturer’s instructions (Qiagen 74104). RNA quality was ensured (RNA Integrity number > 7.0 and 28/18s ratio > 1.0) using the RNA 6000 Nano kit bioanalyser (Agilent). Stranded mRNA libraries were constructed and 100bp paired-end bulk RNA-sequencing was performed at BGI Genomics (Hong Kong, China) on the DNBseq platform. Over 20 million reads were sequenced per sample. RNA sequencing data has been deposited in NCBI’s Gene Expression Omnibus (GEO series accession number GSE202787).

### RNA Sequencing Data Analysis

The RNA-seq pipeline (version 4.1.0), published as part of BioWDL, was used for read quality control, alignment and quantification. BioWDL contains the main sequencing analysis pipelines and workflows developed at Leiden University Medical Center by the sequencing analysis support core with code being accessible at https://biowdl.github.io/.

Quality control was performed using FastQC and MultiQC. Reads were aligned to Mus Musculus genome version 10 (mm10) using STAR (version 2.7.3a). Tool settings used were: ‘–runThreadN’ ‘4’ ‘–outSAMunmapped’ ‘Within KeepPairs’ ‘–twopassMode’ ‘Basic’. The gene-read quantification was performed using HTSeq-count (version 0.12.4). Tool settings used were: ‘–order’ ‘pos’ ‘–stranded’ ‘reverse’. Uniquely assigned reads were mapped to known genes based on Ensembl release 97 of mm10. HTSeq-count output files were merged into a count matrix per experiment as input for differential gene expression analysis.

DEseq2 (version 1.29.4) was used for normalization of the count data (median of ratio’s method) and identification of differentially expressed genes. For the differential expression analysis, all genes which were expressed in a minimum of four replicates with >20 normalized counts for at least one of the groups were selected. This resulted in 13,049 genes that were included in the analysis. 

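Of the Ensembl gene IDs in the table of counts, 23651 had no read in any of the 23 mice sequenced. Applied to these counts, scaled by the median of ratios, the filter kept 13049 genes. They held at least 99.2% of the gene counts of every mouse. A filter set by library size and group size instead (edgeR's filterByExpr) kept 15045 genes, and 31922 genes had at least 1 count.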

Pair-wise comparisons of groups within experiments were analysed and a false discovery rate adjusted p-value of 0.01 and a log2FC <-1 or >1 was used as a cut-off for detection of differential gene expression. Principal component analysis was performed using DEseq2 and heatmaps of scaled, normalized counts were made with pheatmap (version 1.0.12). Gene ontology (GO) term enrichment analysis was performed with the ViSEAGO package (version 1.4.0), using fisher’s exact test with 0.01 as a significance cut-off.

### Histology and Immunofluorescence Microscopy

Muscles were isolated and frozen in liquid nitrogen-cooled isopentane. Samples were stored at -80˚C until further processing. Gastrocnemius tissue was cryo-sectioned (8 µm thick) using a cryostat (Leica CM3050S). Cryosections were first stained with rabbit anti-laminin (1:100, Abcam) for 3 hours. After washing with PBS/Tween, sections were stained with secondary goat-anti-rabbit antibodies conjugated to Alexa Fluor-647 (1:1000, Abcam). Sections were incubated overnight at 4°C with a mixture of the following fiber-type specific fluorophore-conjugated primary antibodies (Molecular Probes, Life Technologies): BA-D5 conjugated to Alexa Fluor 350 (1:400; type 1), SC-71 conjugated to Alexa Fluor 488 (1:800; type 2B), and BF-F3 conjugated to Alexa Fluor 594 (1:600; type 2A). A Zeiss Axio Observer A1 microscope was used for imaging. Area quantification and representative pictures were acquired *via* ZEN 2 software.

### Image Quantification

Carl Zeiss Image format were converted to multichannel TIFF files, and image processing was performed in Fiji. Mean fluorescence intensity (MFI) was recorded from each myofiber object using a modified Muscle J macro (34). In brief, tissue masks from the laminin staining were created to determine muscle regions for quantification. The masks were then manually corrected, removing technical artifacts such as tissue folds. To improve the myofiber segmentation outputs, a classifier was trained in the *Ilastik* pixel classification algorithm (35). All the masked laminin images were processed followed by myofiber segmentations defined as the region of interest. Mean MFI and geometrical properties were recorded for each myofiber. As the laminin segmentation was automated, non-myofiber objects were removed by implementing a percentile filtering for the pixel-classification on the object boundary, pixel-classification in the interior of the object, cross-sectional area and the circularity values. After the filtering step, MFI values for each of the three MyHC isoforms were scaled per myofiber as previously described (36). MFI values for each vehicle group were normalized as 1 transformed (natural logarithm) and a myofiber-based MFI analysis was carried out in R (version 3.5.1).

### Statistical Analysis

Statistical analyses were performed with SPSS (version 25) and GraphPad Prism version 9.0.1. The following statistical analyses were used: ANOVA with Turkey multi-comparison according to different variables (including 1-way ANOVA for one variable, 2-way ANOVA for two variables) and unpaired Student t-test. All data are presented as means ± SEM.

## Results

### Corticosterone Treatment Induces Muscle Atrophy in Male and Female Mice, but Specifically Decreases Grip Strength in Female Mice

To identify the effects of corticosterone treatment on muscle function, male and female mice were subcutaneously implanted with a corticosterone or vehicle slow-release pellet. Total body weight was not altered in male and female mice during the two weeks of corticosterone treatment (**Figure 1A**). Corticosterone treatment significantly decreased total lean mass (**Figure 1B**) and increased fat mass in male and female mice (**Figure 1C**). Muscle function was assessed by fore limb grip strength and grid hanging measurements. We found that fore limb grip strength was significantly lower in female mice upon corticosterone treatment, but not in male mice (**Figure 1D**). Grid hanging time was unaffected in both male and female mice, since the majority of mice reached the maximum hanging time of 600 seconds (**Figure 1E**). To investigate muscle atrophy, we assessed weights of the gastrocnemius (**Figure 2A**), extensor digitorum longus (EDL) (**Figure 2B**) and tibialis anterior (TA) (**Figure 2C**). Decreased muscle weights were found for all muscles in both sexes, albeit not significant for male EDL (**Figures 2A–C**). Overall, the results show that corticosterone treatment has sexual dimorphic effects on grip strength but not muscle atrophy.

**Figure 1:**
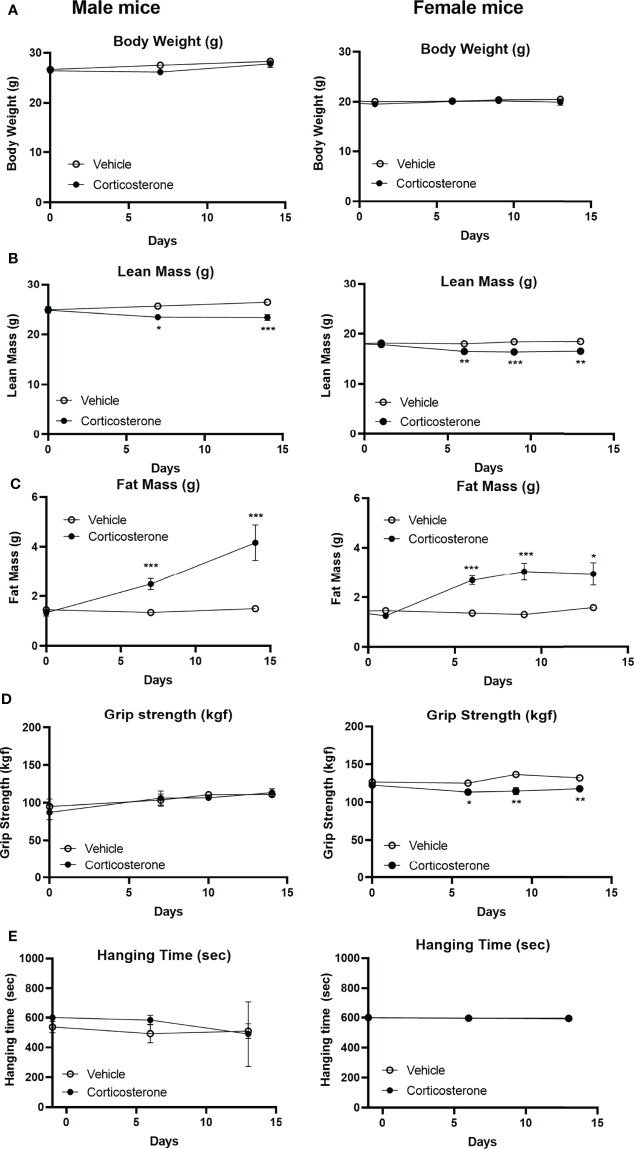
Corticosterone treatment specifically decreases muscle function in female mice. The effect of corticosterone treatment on **(A)** total body mass, **(B)** lean mass, **(C)** fat mass, **(D)** fore limb grip strength and **(E)** grid hanging in male and female C57BL/6J mice. N=8 mice/group. *p<0.05 vs. Vehicle, **p<0.01 vs. Vehicle, ***p<0.001 vs. Vehicle. Statistical significance was calculated using a two-way ANOVA.

**Figure 2:**
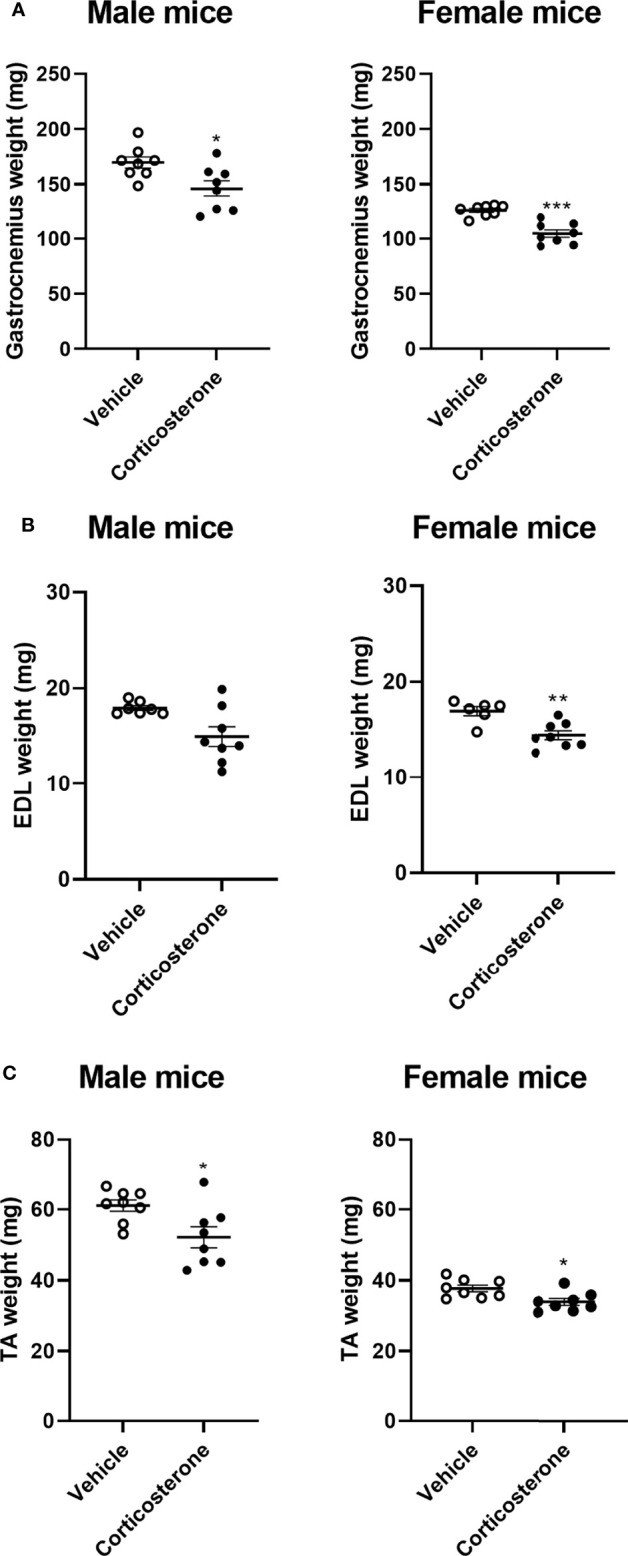
Corticosterone treatment causes muscle atrophy in male and female mice. The effect of corticosterone treatment on tissue weight of **(A)** gastrocnemius, **(B)** extensor digitorum longus (EDL) and **(C)** tibialis anterior (TA) of male and female C57BL/6J mice. N=8 mice/group. *p<0.05 vs. Vehicle, **p<0.01 vs. Vehicle, ***p<0.001 vs. Vehicle. Statistical significance was calculated using an unpaired Student’s t-test.

### Corticosterone Treatment Has Sexually Dimorphic Effects on Transcription in Quadriceps Muscle

We next investigated the transcriptional effects of corticosterone treatment in the quadriceps, which also showed atrophy (**Figure 3A**). We analysed quadriceps muscle from corticosterone- and vehicle-treated male and female mice by bulk RNA sequencing. 

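RNA of the quadriceps, the large muscle at the front of the thigh, was sequenced from 6 vehicle-treated male mice, 6 corticosterone-treated male mice, 6 vehicle-treated female mice and 5 corticosterone-treated female mice. Corticosterone is the main glucocorticoid of mice. It was given for 14 days from a pellet of 50 mg corticosterone and 50 mg cholesterol under the skin, and vehicle-treated mice had a pellet of 100 mg cholesterol. The methods plan 6 mice in each group, and the legend of Figure 3 gives 5 female mice with corticosterone, as analysed here. The authors counted read pairs that aligned to 1 gene only, using the strand, and deposited these counts per gene and mouse without normalization. The counts on genes ranged from 21158803 to 21847218 in vehicle-treated females (median 21300086.5), from 20904845 to 21633054 in corticosterone-treated females (median 21308195), from 20904150 to 21474083 in vehicle-treated males (median 21223533) and from 21294780 to 21984477 in corticosterone-treated males (median 21673892). With the reads that could not be assigned to a gene, each mouse had 24582752 to 24692692 read pairs, which is above the minimum stated in the methods. The values given from here on rest on the counts on genes.

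The counts were tested with edgeR's quasi-likelihood test after TMM normalization, which scales libraries by a trimmed mean of log ratios between them. All mice entered 1 fit with 4 groups, so that the groups shared 1 estimate of the spread between mice, and p-values were adjusted by the Benjamini-Hochberg method over the genes that passed the paper's filter. Levels are given as CPM, counts scaled to a common library size, with the SD over mice, and log2 fold changes (log2FC) with their standard error (SE). Mice counted as higher or lower, or as rising or falling, lay above or below the mean of the vehicle-treated mice of their sex. Such a count does not mean that the groups were separate. The choices that could change the numbers most are the test, the gene filter, the scaling of libraries, fitting each sex alone and the 5 mice in the smallest group. Gene positions are those of GRCm38 (mm10). The libraries matched the labelled sexes. Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), which is expressed from the inactive X chromosome, had between 2410 and 5141 counts in female mice and between 2 and 91 in male mice. The Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty together had between 2300 and 3524 counts in male mice and at most 21 in female mice. Most Xist counts in a male mouse (91) were in M8 and most Y-chromosome counts in a female mouse (21) in F10, which also held 1835 and 1876 CPM of the liver transcript Alb.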

When using an adjusted p-value of 0.01, we identified 1107 differentially expressed genes upon corticosterone exposure that were shared between male and female mice, while 2859 genes were specifically regulated in male mice and 1312 genes were specifically regulated in female mice (**Figure 3B**). 

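In male mice 3426 genes passed the threshold of 0.01 on the adjusted p-value (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 1720 of them higher and 1706 lower with corticosterone. In female mice 1748 genes passed, 965 higher and 783 lower. The 2 sets shared 851 genes, while 2575 genes passed in male mice only and 897 in female mice only, 591 of the latter higher and 306 lower. Every corticosterone-treated male lay above every vehicle-treated male for 1410 genes and below for 1448, where chance alone would separate 0.216% of genes in either direction. In female mice, with 1 mouse fewer and a chance share of 0.433%, 441 genes were separated upwards and 566 downwards. The median SD of log2 CPM within a group was 0.28 in corticosterone-treated females and 0.21 in corticosterone-treated males.

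A gene that passes in 1 sex only need not respond differently in the other. The difference between the 2 responses, tested as the interaction of sex and treatment, passed the same threshold for 90 genes, among them 65 of the male-only and 15 of the female-only genes. Of the male-only genes 81.0% changed in the same direction in female mice, against 56.5% of the genes that passed in neither sex. In female mice 799 of them had both the same direction and an unadjusted p-value below 0.05. Their median log2FC was 0.59 in size in male mice and 0.17 in the same direction in female mice. Of the female-only genes 73.9% changed in the same direction in male mice, and 240 had both the same direction and an unadjusted p-value below 0.05 there. Their median log2FC was 0.85 in size in females and 0.17 in the same direction in males. These medians favour the sex in which the genes were picked. Fitting each sex alone moved the female result most among the other fits at this threshold, to 561 genes, with 3634 in males, 408 shared, 3226 male-only and 153 female-only. Single mice also moved it, with 995 female genes when F6 was left out and 2369 when F8 was left out. The interaction passed for 896 genes in DESeq2, for 10 without a gene filter, for 1 when M3 was left out and for 895 when F8 was left out.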

Of the 1107 shared genes, the expression of 213 genes was significantly different between male and female mice after corticosterone treatment. These differences were predominantly driven by the extent of change in relative expression between male and female mice. 

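Male and female mice were compared directly within the corticosterone-treated groups, where 3043 genes differed at an adjusted p-value under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the genes that responded in both sexes, 156 were among them, 97 higher in males and 59 higher in females. Between the vehicle-treated groups 125 genes differed, 90 higher in males and 35 higher in females, and 109 of these lay outside the X and Y chromosomes. Among the shared genes the median size of the log2FC was 0.93 in male mice and 0.84 in female mice, and 99.6% changed in the same direction. The count moved most when the interaction was put in place of the direct comparison, which takes the difference between vehicle-treated mice into account: 10 shared genes then passed, 6 with a higher and 4 with a lower log2FC in males. DESeq2's direct comparison gave 259 genes, and leaving out single mice gave between 93 (without F6) and 198 (without F8).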

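At an adjusted p-value of 0.01 in both sexes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3 genes changed in opposite directions. Atmin (ENSMUSG00000047388, chromosome 8, 116943393 to 116960445) rose in male mice from 39.4 ± 2.81 to 51.0 ± 5.92 CPM (SD, n = 6 and 6) and fell in female mice from 41.3 ± 5.09 to 31.0 ± 3.35 CPM (SD, n = 6 and 5). Its log2FC was 0.37 (SE 0.09) in males, with 6 of 6 mice above the vehicle mean. It was -0.41 (SE 0.10) in females, with 5 of 5 mice below the vehicle mean. The male groups overlapped, with M12 at 39.5 CPM. Slc27a4 (ENSMUSG00000059316, chromosome 2, 29802634 to 29817522) fell in all 6 males (log2FC -0.35, SE 0.10) and rose in all 5 females (log2FC 0.40, SE 0.10). Cyb5b (ENSMUSG00000031924, chromosome 8, 107150640 to 107187471) fell in all 6 males, from 111 ± 14.9 to 76.6 ± 7.37 CPM, and lay above the vehicle mean in 4 of 5 females, at 136, 79.4, 161, 89.1 and 148 CPM in F2, F4, F6, F8 and F10 against 81.2 ± 5.57 CPM (SD, n = 6). For these genes the adjusted p-values of edgeR were 0.00245, 0.00841 and 0.00385 in males, 0.00329, 0.00657 and 0.00425 in females and 0.00607, 0.00806 and 0.00607 for the interaction of sex and treatment.

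A further 8 genes had opposite directions without passing in both sexes. Setd3 (ENSMUSG00000056770, chromosome 12, 108106431 to 108179314), Zfp622 (ENSMUSG00000052253, chromosome 15, 25984366 to 25998481), Eif6 (ENSMUSG00000027613, chromosome 2, 155819832 to 155826925) and Nr1h2 (ENSMUSG00000060601, chromosome 7, 44549616 to 44553951) rose by 0.19 to 0.33 on the log2 scale in males, in 6 of 6 mice each, and fell by 0.19 to 0.31 in females, in 5 of 5 mice each. Dhdds (ENSMUSG00000012117, chromosome 4, 133969028 to 134000918), Ctsz (ENSMUSG00000016256, chromosome 2, 174427493 to 174439039), Anxa2 (ENSMUSG00000032231, chromosome 9, 69453620 to 69491795) and Adamts5 (ENSMUSG00000022894, chromosome 16, 85856173 to 85901828) fell in 6 of 6 males. Dhdds rose in 5 of 5 females and the other 3 in 4 of 5. Zfp622 and Dhdds passed in males only, Setd3 and Ctsz in females only, and the other 4 in neither sex. The interaction passed for Zfp622, Dhdds and Ctsz. Among the 29 alternative fits the call was lost in 16 for Setd3 in females, in 9 and 13 for Slc27a4 in females and males, in 7 and 3 for Cyb5b, in 7 for Zfp622 in males, in 7 for Ctsz in females and in 3 for Atmin in females. Single mice stood apart from their groups for Atmin (M12, 39.5 CPM), Setd3 (F10, 88.9 CPM), Nr1h2 (F6, 47.8 CPM, and M9, 49.7 CPM), Anxa2 (M4, 24.65 CPM) and Adamts5 (M2, 23.8 CPM). Anxa2 spread most in corticosterone-treated females, from 45.1 CPM in F8 to 149 CPM in F6. The count of genes moved with the processing, to 9 in DESeq2, all of them named here, and to 27 in limma-voom with sample quality weights. It fell to 0 when F6 or F10 was left out, with 148 and 128 genes at an unadjusted p-value below 0.05, and rose to 33 without F8. With the adipocyte marker score of each mouse as a covariate, an alternative chosen after seeing the data, 2 genes had opposite directions, and neither is named here.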

For the expression of 11 genes, this differences was explained by an effect in opposite direction (down in female and up in male: *Atmin*, *Setd3*, *Zfp622*, *Eif6* and *Nr1h2*; up in female and down in male: *Dhdds*, *Slc27a4*, *Cyb5b*, *Ctsz*, *Anxa2* and *Adams5*). 

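The first 2 principal components of the 500 most variable genes, on values from DESeq2's variance-stabilizing transformation, held 36.4% and 21.2% of the variance, and the third held 18.3%. The distance of each mouse from the centre of its group in the first 2 components, corrected for the number of mice, was 16.6 in F2, 19.1 in F4, 19.9 in F6, 23.3 in F8 and 15.2 in F10, and 1.93 in M2, 5.25 in M4, 12.5 in M6, 21.8 in M8, 15.5 in M10 and 11.4 in M12. Corticosterone-treated females lay at 18.8 ± 3.15 (SD, n = 5) and corticosterone-treated males at 11.4 ± 7.12 (SD, n = 6), a ratio of 1.65 that did not pass 0.05 (two-sided exact permutation test over 462 regroupings, p = 0.0714). Vehicle-treated females lay at 12.8 ± 5.21 and vehicle-treated males at 13.8 ± 8.28 (SD, n = 6 each). The ratio rose to 3.45 when all tested genes entered (exact permutation test, p = 0.0173), and over the 11 analyses that each left out 1 corticosterone-treated mouse it ranged from 1.26 without M2 to 2.603 without M8. It fell below 1, to 0.959, without the 214 genes that followed an adipocyte marker score among vehicle-treated mice, an alternative chosen after seeing the data. Other removals of this kind, also chosen after seeing the data, went both ways. The ratio was 4.54 without genes following a hepatocyte score and 2.36 without those of a slow fiber score (exact permutation tests, p = 0.00433 and 0.0216). Without genes of the adipocyte or the hepatocyte score it was 1.06.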

Principal component analysis showed that biological replicates of corticosterone-treated male mice clustered closely together, while female mice exhibited considerable variation in muscle transcriptome in response to corticosterone exposure (**Figure 3C**). Further scrutiny confirmed the considerable overlap in corticosterone-regulated genes between male and female mice as well as the sex-specific effects (**Figure 3D**). 

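Across the tested genes the log2FC of the 2 sexes had a Pearson correlation of 0.58 and a Spearman correlation of 0.45. The correlations were 0.69 and 0.71 over the 4323 genes that passed the threshold in either sex, and 0.94 and 0.97 over the shared genes. The 2 sexes share no mice, so that the relation over all tested genes is not built into the comparison. The other 2 sets were chosen by their calls, the shared genes by passing in both sexes, and their correlations depend on that choice. Genes are not independent replicates, and no p-value is given. Without a gene filter the correlations fell most, to 0.168 and 0.214, as genes with few counts entered.

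The largest rises among genes that separated all corticosterone-treated from all vehicle-treated males were those of Glra3, Klk1b26 and Gpr179, and the largest falls those of Adamts16, Ciita and H2-Ab1. Glra3 (ENSMUSG00000038257, chromosome 8, 55940460 to 56130070), a glycine receptor subunit, had at most 1 count in a vehicle-treated mouse of either sex. It was at least 89.9-fold higher with corticosterone in males, at 12.9 ± 7.13 CPM (SD, n = 6), and at least 13.9-fold higher in females, at 1.91 ± 1.17 CPM (SD, n = 5). Klk1b26 (ENSMUSG00000053719, chromosome 7, 44012168 to 44016968) belongs to a family of near-identical kallikrein genes whose reads could be shared, and is uncertain. It had a log2FC of 6.24 (SE 0.53) in males and 5.68 (SE 0.55) in females, higher in 6 of 6 and 5 of 5 mice. Gpr179 (ENSMUSG00000070337, chromosome 11, 97332109 to 97352077) was at least 12.9-fold higher in males. Adamts16 (ENSMUSG00000049538, chromosome 13, 70727802 to 70841811) was at least 8.29-fold lower in males, and Ciita (ENSMUSG00000022504, chromosome 16, 10480059 to 10528418), the activator of MHC class II genes, at least 10.1-fold lower. The MHC class II gene H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419) fell from 32.7 ± 8.02 to 0.796 ± 0.499 CPM in males (SD, n = 6 and 6) and from 29.1 ± 10.7 to 2.86 ± 2.00 CPM in females (SD, n = 6 and 5). Its log2FC was -5.33 (SE 0.46) and -3.33 (SE 0.43), lower in 6 of 6 males and 5 of 5 females, and the interaction had an adjusted p-value of 0.0332 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment).

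In females the largest rises were those of Glra3, Gm12240 and Hephl1. Gm12240 (ENSMUSG00000084169, chromosome 11, 56262855 to 56263083) is a processed pseudogene that can take reads from its parent gene, and is uncertain. It was at least 9.49-fold higher in females and had a log2FC of 0.69 (SE 0.55) in males. Hephl1 (ENSMUSG00000031936, chromosome 9, 15051841 to 15112108) had a log2FC of 5.77 (SE 0.81) in females and 3.31 (SE 0.82) in males, higher in 5 of 5 and 6 of 6 mice, with counts from 8 to 364 among corticosterone-treated females. The largest falls were those of the long noncoding RNAs C130080G10Rik (ENSMUSG00000092397, chromosome 2, 114054335 to 114064868), B230312C02Rik (ENSMUSG00000084843, chromosome 2, 180370491 to 180385885) and Gm12199 (ENSMUSG00000087080, chromosome 11, 50717670 to 50718915). Their log2FC was -4.69, -4.37 and -3.78 in females and -2.79, -2.67 and -4.26 in males, with a fall in every corticosterone-treated mouse. Of these 11 genes 0 passed the interaction at 0.01, and 4 had an unadjusted p-value below 0.05 for it. DESeq2 called it for Gm12240, Adamts16 and H2-Ab1, and edgeR called it for Gm12240 and H2-Ab1 when F8 was left out.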

Hierarchical clustering generated four clusters of corticosterone-regulated genes – visualized in a heatmap - comprising of genes similarly regulated between sexes (upper two gene clusters) and sex-specific effects (lower two gene clusters) (**Figure 3E**).

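The 1398 genes with an adjusted p-value under 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) and a log2FC beyond 1 in either direction in at least 1 sex were scaled over mice to z scores of log2 CPM and clustered into 4 groups by Euclidean distance and complete linkage. The paper's text does not name its distance or linkage, and these are the defaults of the heatmap tool it names. A cluster of 575 genes fell by a mean z score of 0.721 in female mice and of 1.81 in male mice. The next held 368 genes, which rose by 1.54 in females and by 0.485 in males. A cluster of 352 genes rose by 1.27 in females and 1.71 in males, and a cluster of 103 genes fell by 1.64 in females and by 1.38 in males. All 4 cluster means moved in the same direction in both sexes. The sizes of the clusters moved most with correlation distance and average linkage, which gave 720, 664, 13 and 1 genes, and the means of all 4 clusters again moved the same way in both sexes, as they did with Ward linkage and without the fold change limit. The closest to a single-sex cluster came with Ward linkage, where 215 genes fell by 0.224 in females and by 1.76 in males.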

**Figure 3:**
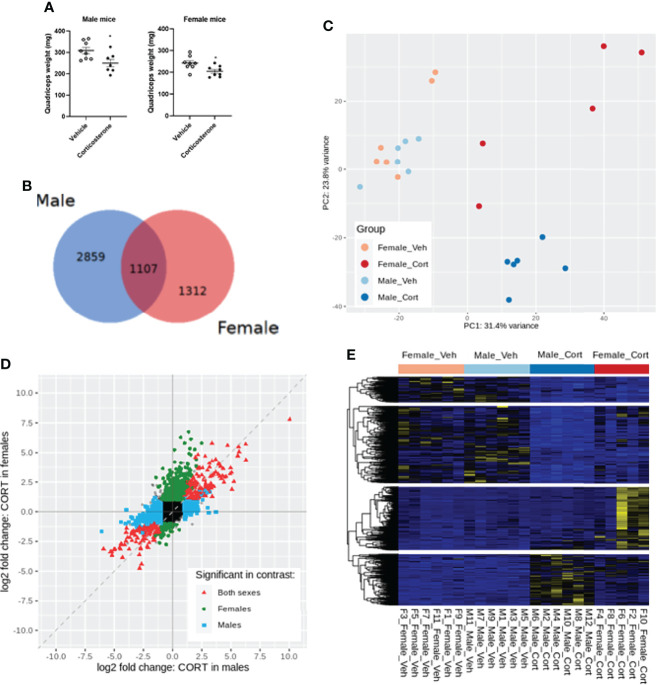
Transcriptome profiling of the quadriceps in male and female mice after corticosterone treatment. **(A)** The effect of corticosterone treatment on muscle weight of the quadriceps. **(B)** Venn-diagram representing sex-specific and shared differentially expressed genes upon corticosterone treatment. **(C)** Principal component analysis of vehicle- and corticosterone-treated male and female C57BL/6J mice. **(D)** Fold change-fold change plot comparing significant changes in corticosterone-treated male and female mice. Male-specific differentially expressed genes are shown in blue, female-specific genes in green, and genes differentially expressed in both sexes in red. **(E)** Heatmap showing all genes regulated by corticosterone. A blue color code represents low expression, a yellow color code high expression. N=6 mice/group for all groups except female-Cort (N=5).

When evaluating expression of specific genes, we first evaluated the expression of genes that encode for the superfamily of nuclear steroid receptors. We found that the *Nr3c1* gene (encoding for the glucocorticoid receptor) was significantly downregulated by corticosterone treatment only in female mice, while *Nr3c2* (mineralocorticoid receptor) was only significantly downregulated in the quadriceps of male mice (**Supplementary Table 1** and **Supplementary Figure 1A**). 

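Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421) fell in female mice from 97.7 ± 16.9 to 67.2 ± 10.0 CPM (SD, n = 6 and 5), a log2FC of -0.54 (SE 0.13, adjusted p = 0.00442 in edgeR with Benjamini-Hochberg adjustment), and was lower in 5 of 5 mice. In male mice it was 80.7 ± 14.8 CPM without and 77.0 ± 6.66 CPM with corticosterone (SD, n = 6 and 6), a log2FC of -0.07 (SE 0.12, adjusted p = 0.688, edgeR) with 4 of 6 mice lower. The difference between the sexes in this response was 0.47 (SE 0.18), and its adjusted p of 0.0786 (edgeR, Benjamini-Hochberg adjustment) did not pass 0.01. The fall in females lost its call when each sex was fitted alone and when F7, F2 or F8 was left out, with adjusted p-values from 0.000393 to 0.0202 over the 29 alternative fits (edgeR, DESeq2 and limma). It also lost it with the adipocyte marker score as a covariate (log2FC -0.47), chosen after seeing the data.

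Nr3c2 (ENSMUSG00000031618, chromosome 8, 76899442 to 77245012) fell in males from 10.3 ± 1.19 to 7.47 ± 1.06 CPM (SD, n = 6 and 6), with a log2FC of -0.46 (SE 0.11, adjusted p = 0.00316, edgeR with Benjamini-Hochberg adjustment) and 6 of 6 mice lower. In females it fell from 11.1 ± 0.968 to 9.33 ± 1.62 CPM (SD, n = 6 and 5), with a log2FC of -0.25 (SE 0.12, adjusted p = 0.128, edgeR) and 5 of 5 mice lower. The interaction of sex and treatment was -0.21 (SE 0.17, adjusted p = 0.393, edgeR). In males the call was lost without a gene filter and when M3 was left out (log2FC -0.45 and -0.40, with adjusted p-values from 0.00101 to 0.0115 over the alternative fits).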

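Esr1, the gene of estrogen receptor-α (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614), fell in males from 29.6 ± 3.20 to 16.2 ± 2.77 CPM (SD, n = 6 and 6) and in females from 35.3 ± 6.19 to 21.8 ± 3.17 CPM (SD, n = 6 and 5), and all treated mice lay below all vehicle-treated mice of their sex. Its log2FC was -0.87 (SE 0.13, adjusted p = 1.7e-05) in males and -0.70 (SE 0.13, adjusted p = 0.00076) in females, and -0.17 (SE 0.18, adjusted p = 0.527) for the interaction (edgeR with Benjamini-Hochberg adjustment).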

*Nr3c4* (androgen receptor) was not significantly changed by corticosterone treatment and *Esr1* (estrogen receptor-α) was strongly downregulated in the quadriceps muscle of both male and female mice (**Supplementary Table 1** and **Supplementary Figure 1A**). *Nr3c3* (progesterone receptor) and *Esr2* (estrogen receptor-β) were not detected in quadriceps muscle. 

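Pgr (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611) had 0 or 1 count in every mouse but 1, and 51 counts (2.06 CPM) in the corticosterone-treated female F6, whose library also held 3363 counts of mammary epithelial genes against at most 256 in any other mouse. Esr2 (ENSMUSG00000021055, chromosome 12, 76120419 to 76177259) had between 0 and 10 counts per mouse. Neither gene passed the filter on normalized counts and neither was tested. At this depth 3 counts correspond to at most 0.166 CPM, and Esr2 had more than 3 counts in 9 of the 23 mice. Reads of Esr2 were thus present, but too few to test a change.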

We next assessed classical GR target genes, including *Fkbp5, Tsc22d3* (*Gilz*)*, Per1, Sgk1* and *Zbtb16*, as proxies for GR activity. *Fkbp5* was similarly regulated in male and female mice in response to corticosterone, while *Tsc22d3* (*Gilz*)*, Per1* and *Sgk1* were specifically upregulated in male mice (**Supplementary Table 2** and **Supplementary Figure 1B**). 

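Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527) rose from 35.3 ± 12.5 to 361 ± 42.1 CPM in male mice (SD, n = 6 and 6) and from 26.8 ± 14.4 to 221 ± 53.5 CPM in female mice (SD, n = 6 and 5). Its log2FC was 3.36 (SE 0.30, adjusted p = 6.74e-08) in males and 3.05 (SE 0.30, adjusted p = 1.77e-06) in females (edgeR with Benjamini-Hochberg adjustment), and all treated mice lay above all vehicle-treated mice of their sex. The interaction of sex and treatment was 0.31 (SE 0.40, adjusted p = 0.618, edgeR), and its sign changed in limma-voom with sample quality weights (-0.01).

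The other 4 genes rose in 6 of 6 males and in 4 of 5 females, F4 being below the mean of vehicle-treated females for each. In males all treated mice lay above all vehicle-treated mice for the 4 genes. Tsc22d3 (ENSMUSG00000031431, chromosome X, 140539528 to 140600659) had a log2FC of 1.00 (SE 0.26, adjusted p = 0.00421) in males and 0.57 (SE 0.27, adjusted p = 0.119) in females (edgeR). For Per1 (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960) it was 1.40 (SE 0.30, adjusted p = 0.000993) and 0.29 (SE 0.31, adjusted p = 0.522, edgeR). Sgk1 (ENSMUSG00000019970, chromosome 10, 21882184 to 21999903) had 1.55 (SE 0.34, adjusted p = 0.00112) and 0.85 (SE 0.35, adjusted p = 0.0745, edgeR). Zbtb16 (ENSMUSG00000066687, chromosome 9, 48654297 to 48836222) had 0.96 (SE 0.23, adjusted p = 0.00225) and 0.76 (SE 0.24, adjusted p = 0.0222, edgeR). None of the 5 genes passed the interaction, whose adjusted p-values were 0.446 for Tsc22d3, 0.0891 for Per1, 0.328 for Sgk1 and 0.702 for Zbtb16 (edgeR with Benjamini-Hochberg adjustment), and of the 5 only Per1 had an unadjusted p-value below 0.05 (0.0186). The lack of a call in females depended on single mice for 2 genes. Without F4 the log2FC in females rose to 0.80 for Tsc22d3 and 0.94 for Zbtb16, and both then passed the threshold, with adjusted p-values over the 29 alternative fits from 0.00823 to 0.325 and from 0.00248 to 0.104 (edgeR, DESeq2 and limma). Zbtb16 also passed in DESeq2 and without F1. In males Tsc22d3 lost its call when M1, M5, M4 or M8 was left out (log2FC 0.91 to 0.94), with adjusted p-values from 0.000423 to 0.0119 over the alternative fits.

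**Figure D1:**
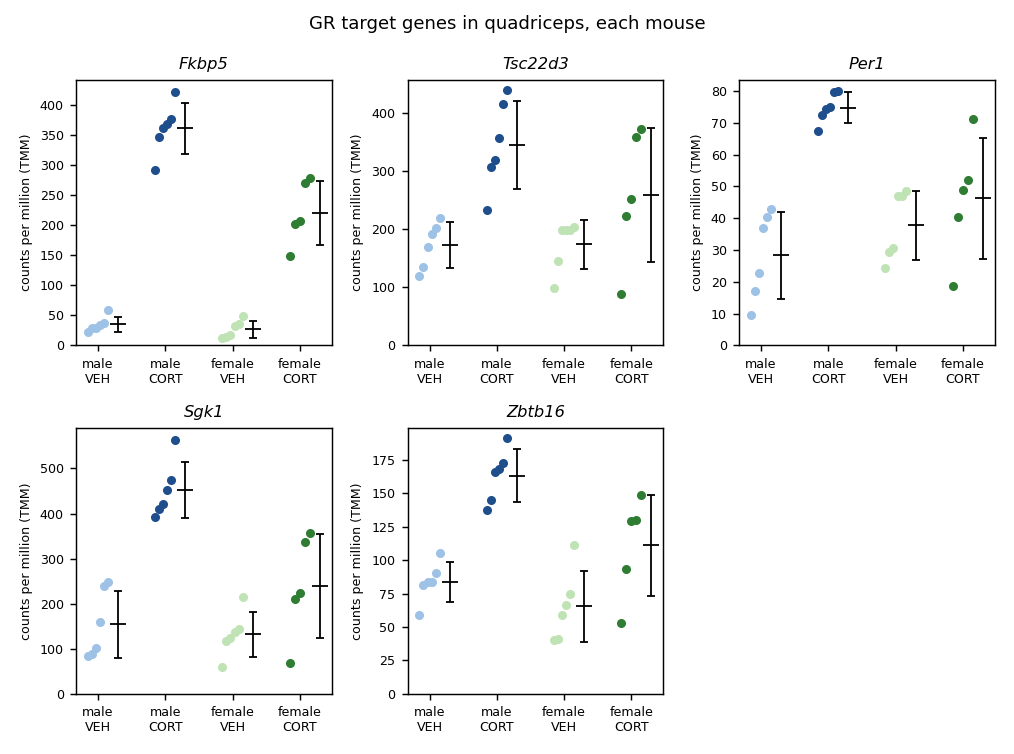
Expression of Fkbp5, Tsc22d3, Per1, Sgk1 and Zbtb16 in CPM (TMM-normalized, linear axis from 0) for each vehicle- and corticosterone-treated male and female mouse, with 1 point per mouse and the mean ± SD beside the points. Corticosterone-treated males reached 361 CPM of Fkbp5 on average and corticosterone-treated females 221 CPM, and F4 is the lowest corticosterone-treated female for the other 4 genes.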

In an attempt to better understand the sex-specific effect of corticosterone, we performed a go-term analysis. 

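The supplementary table of GO terms gives 657 terms, of which 438 were at hand here, and the table of atrophy-related genes 32 genes, of which 4 were at hand, so that no enrichment was computed from them. The genes of the muscle atrophy term tested here are Actn3, Cflar, Ep300, Fbxo32, Foxo3, Gatm, Mstn, Myog, Nol3 and Trim63. With an adjusted p-value under 0.01 (edgeR with Benjamini-Hochberg adjustment) and a log2FC beyond 1 in either direction, 6 of these 10 genes passed in male mice and 0 in female mice, where 4 had an unadjusted p-value below 0.05. Whether these 10 are all the genes behind the paper's percentages was not established, so that the shares are not compared. On the adjusted p-value alone 7 passed in males and 2 in females. The interaction of sex and treatment passed both limits for 1 gene, Foxo3, while 8 genes had an unadjusted p-value below 0.05 for it, and DESeq2 passed Trim63, Foxo3 and Actn3. DESeq2 otherwise gave the same 6 genes in males and the same counts in females.

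Actn3 (ENSMUSG00000006457, chromosome 19, 4861216 to 4877909), which encodes the α-actinin of fast fibers, rose in males from 8399 ± 1813 to 25602 ± 5534 CPM (SD, n = 6 and 6) and in females from 9795 ± 2257 to 12258 ± 3998 CPM (SD, n = 6 and 5). Its log2FC was 1.61 (SE 0.22) in all 6 males and 0.32 (SE 0.22) in females, higher in 4 of 5. Myog (ENSMUSG00000026459, chromosome 1, 134289989 to 134292548) had a log2FC of 1.76 (SE 0.28) in males and 0.73 (SE 0.28) in females. Gatm (ENSMUSG00000027199, chromosome 2, 122594467 to 122611303) fell by 1.14 (SE 0.30) on the log2 scale in all 6 males. In females its log2FC was -0.09 (SE 0.30), with 12.7 CPM in F10 against 3.42 to 6.00 CPM in the other 4 treated mice. It was -0.48 without F10 and 0.08 without F4. Nol3 (ENSMUSG00000014776, chromosome 8, 105276140 to 105281939) passed the adjusted p-value in females only, with a log2FC of -0.52 (SE 0.11) in females and 0.04 (SE 0.10) in males. Cflar (ENSMUSG00000026031, chromosome 1, 58711508 to 58758884) passed in males, with -0.34 (SE 0.09) against 0.19 (SE 0.10) in females. Ep300 (ENSMUSG00000055024, chromosome 15, 81585351 to 81652077) and Mstn (ENSMUSG00000026100, chromosome 1, 53061640 to 53068079) passed in neither sex, and Mstn stood apart in the vehicle-treated female F9 (158 CPM). Over the 29 alternative fits the call was lost in 9 for Cflar and 5 for Gatm in males and in 1 for Nol3 in females.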

Analysis of differentially expressed genes after corticosterone treatment (adjusted p-value 0.01 and log2FC of <-1 and >1) showed many pathways that were specifically regulated in male mice, including the muscle atrophy pathway (25, 37), with 37.5% of genes differentially expressed in male mice (p<0.01) and 0% in female mice (**Supplementary Table 3**). 

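Klf15 (ENSMUSG00000030087, chromosome 6, 90462576 to 90475238), a transcription factor that GR induces, rose in males from 36.9 ± 5.94 to 83.9 ± 13.3 CPM (SD, n = 6 and 6) and in females from 54.8 ± 8.09 to 69.3 ± 12.6 CPM (SD, n = 6 and 5), in 6 of 6 and 4 of 5 mice. Its log2FC was 1.18 (SE 0.14, adjusted p = 1.17e-06) in males and 0.34 (SE 0.14, adjusted p = 0.0774) in females (edgeR with Benjamini-Hochberg adjustment). Trim63 (ENSMUSG00000028834, chromosome 4, 134315120 to 134329629) rose in males from 426 ± 47.6 to 1676 ± 556 CPM, a log2FC of 1.97 (SE 0.31, adjusted p = 3.53e-05, edgeR), in 6 of 6 mice. In females it was 431 ± 179 CPM without and 580 ± 311 CPM with corticosterone, a log2FC of 0.43 (SE 0.31, adjusted p = 0.321, edgeR), with 3 of 5 mice higher. Fbxo32 (ENSMUSG00000022358, chromosome 15, 58175879 to 58214932) rose in males from 614 ± 205 to 1817 ± 518 CPM, a log2FC of 1.57 (SE 0.33, adjusted p = 0.000789, edgeR), in 6 of 6 mice. In females it was 449 ± 206 and 750 ± 375 CPM, a log2FC of 0.74 (SE 0.34, adjusted p = 0.11, unadjusted p = 0.04, edgeR), with 3 of 5 mice higher, at 1077 CPM in F2, 1078 in F4, 899 in F6, 378 in F8 and 317 in F10.

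The difference between the responses of the sexes was 0.84 (SE 0.20, adjusted p = 0.016) for Klf15, 1.54 (SE 0.43, adjusted p = 0.028) for Trim63 and 0.83 (SE 0.47, adjusted p = 0.231) for Fbxo32 (edgeR with Benjamini-Hochberg adjustment). None of the 3 passed 0.01, while the unadjusted p-value was below 0.05 for Klf15 and Trim63 (0.000275 and 0.00169). DESeq2 called the interaction of both, with adjusted p-values over the 29 alternative fits from 0.00116 to 0.0328 for Klf15 and from 0.00457 to 0.0596 for Trim63, and Klf15 was also called without F3 or F8. For Klf15 males were 0.57 lower than females on the log2 scale among vehicle-treated mice (adjusted p = 0.0232, edgeR). Among corticosterone-treated mice they were 0.27 higher (adjusted p = 0.128, edgeR). Trim63 and Fbxo32 did pass between corticosterone-treated males and females (1.53 and 1.28, adjusted p = 0.00111 and 0.00693, edgeR).

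**Figure D2:**
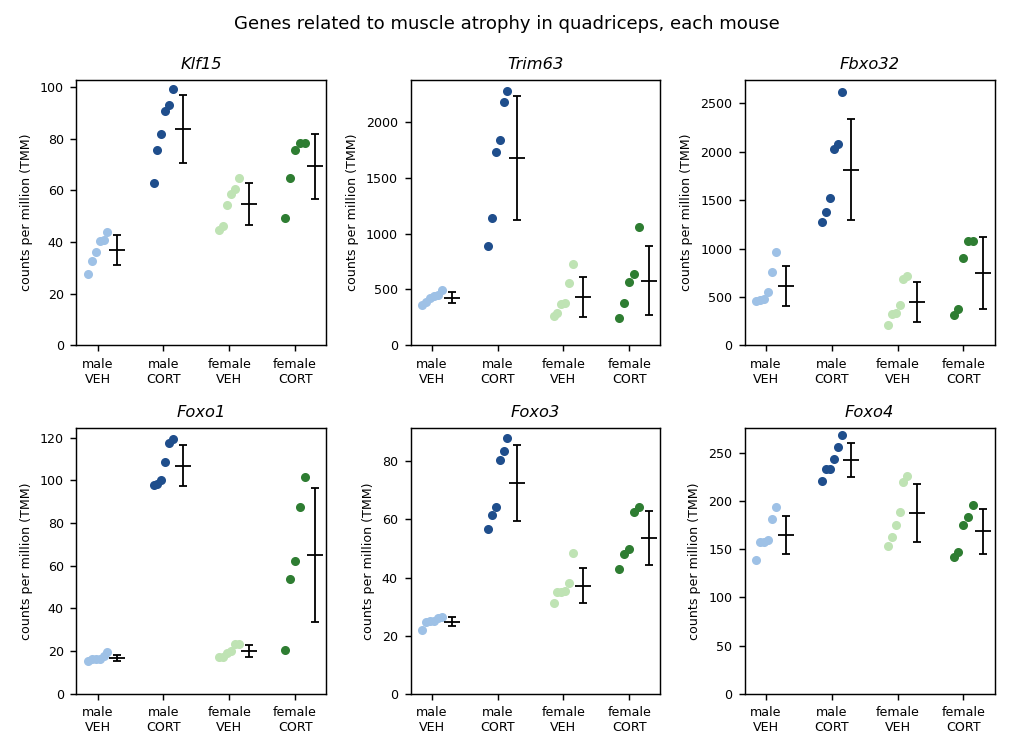
Expression of Klf15, Trim63, Fbxo32, Foxo1, Foxo3 and Foxo4 in CPM (TMM-normalized, linear axis from 0) for each vehicle- and corticosterone-treated male and female mouse, with 1 point per mouse and the mean ± SD beside the points. All 6 corticosterone-treated males lie above the 6 vehicle-treated males for each gene, while the groups of female mice overlap.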

Male-specific regulated genes involved in atrophy included *Klf15* and its downstream ubiquitin-ligases *MurF-1* (*Trim63*) and *atrogin-1* (*Fbxo32*) (**Supplementary Table 4** and **Supplementary Figure 1C**). Other factors involved in ubiquitination, including *UBC*, *Ube4b* and *Usp14*, were not influenced by corticosterone exposure in male and female mice. 

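For Ube4b (ENSMUSG00000028960, chromosome 4, 149328416 to 149426749) the log2FC was -0.08 (SE 0.09, adjusted p = 0.48) in males and 0.02 (SE 0.09, adjusted p = 0.881) in females (edgeR with Benjamini-Hochberg adjustment), with 5 of 6 males lower and 2 of 5 females higher. Usp14 (ENSMUSG00000047879, chromosome 18, 9993066 to 10045119) had -0.12 (SE 0.07, adjusted p = 0.208) and -0.10 (SE 0.08, adjusted p = 0.357, edgeR), with 6 of 6 males and 4 of 5 females lower. Neither gene had an unadjusted p-value below 0.05 in either sex. The sign changed for Ube4b in females without a gene filter (-0.02) and when F4, F6 or F7 was left out.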

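In male mice Foxo1 (ENSMUSG00000044167, chromosome 3, 52268336 to 52353221) rose from 16.9 ± 1.52 to 107 ± 9.61 CPM (SD, n = 6 and 6), Foxo3 (ENSMUSG00000048756, chromosome 10, 42181841 to 42276755) from 24.8 ± 1.49 to 72.4 ± 13.1 CPM and Foxo4 (ENSMUSG00000042903, chromosome X, 101254528 to 101260873) from 165 ± 19.5 to 243 ± 17.3 CPM, each in 6 of 6 mice. In female mice Foxo1 rose from 20.0 ± 2.82 to 65.2 ± 31.3 CPM (SD, n = 6 and 5) and Foxo3 from 37.2 ± 5.94 to 53.5 ± 9.39 CPM, both in 5 of 5 mice, while Foxo4 went from 188 ± 29.9 to 169 ± 23.1 CPM and was lower in 4 of 5 mice. Foxo1 in treated females ranged from 20.8 CPM in F4 to 102 CPM in F6. The log2FC in males was 2.66 (SE 0.23, adjusted p = 5.11e-08), 1.54 (SE 0.12, adjusted p = 2.09e-08) and 0.56 (SE 0.11, adjusted p = 0.000275) for the 3 genes in this order, and in females 1.70 (SE 0.23, adjusted p = 3.51e-05), 0.52 (SE 0.13, adjusted p = 0.00432) and -0.15 (SE 0.11, adjusted p = 0.322) in the same test (edgeR with Benjamini-Hochberg adjustment). The difference between the sexes passed 0.01 for Foxo3 (1.02, SE 0.18, adjusted p = 0.00607), but not for Foxo4 (0.71, SE 0.15, adjusted p = 0.0117) or Foxo1 (0.96, SE 0.32, adjusted p = 0.0506, edgeR with Benjamini-Hochberg adjustment). The call for the Foxo3 difference was lost in 10 of 29 alternative fits, with adjusted p-values from 1.1e-05 to 0.0149 (edgeR, DESeq2 and limma), and the call for its rise in females in 6 of 29, with adjusted p-values from 0.000946 to 0.0241. Foxo4 was called in DESeq2, in limma-voom and when F3, F5, F4 or F8 was left out, with adjusted p-values from 0.000373 to 0.0275 over the same fits. Part of the Foxo3 difference lay between vehicle-treated mice, where males were lower (log2FC -0.58, adjusted p = 0.00919, edgeR). Between corticosterone-treated males and females Foxo3 did not pass (0.43, adjusted p = 0.0101, edgeR). Foxo4 did (0.52, adjusted p = 0.00121, edgeR), and Foxo1 did not (0.71, adjusted p = 0.0177, edgeR).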

Noteworthy sex differences in the response to corticosterone were the stronger upregulation of the *FoxO1, -3* and -*4* transcription factors in male as compared to female mice. There were no clear effects of corticosterone on several proteasome subunits, and factors related to autophagy were similarly upregulated in male and female mice (*LC3*) or unaffected in both sexes (*Bnip3*) (**Supplementary Table 4** and **Supplementary Figure 1C**). 

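The 34 genes of the proteasome subunits Psma1-7, Psmb1-7, Psmc1-6 and Psmd1-14 had a median log2FC of -0.00 in male mice, from -0.62 (Psma5) to 0.62 (Psmd4), and of -0.23 in female mice, from -0.51 (Psma5) to 0.50 (Psmd8). The sign of the male median changed with the scaling, being 0.01 in DESeq2 and with the median of ratios in edgeR. At an adjusted p-value of 0.01 (edgeR with Benjamini-Hochberg adjustment) 4 subunits were higher and 3 lower in males, and 1 was higher and 4 lower in females, while 14 and 21 had an unadjusted p-value below 0.05. The interaction of sex and treatment passed for 0 subunits, with 10 at an unadjusted p-value below 0.05.

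LC3 is encoded by Map1lc3a (ENSMUSG00000027602, chromosome 2, 155276297 to 155278073) and Map1lc3b (ENSMUSG00000031812, chromosome 8, 121590361 to 121598760). Map1lc3a rose in males from 202 ± 27.6 to 528 ± 116 CPM (SD, n = 6 and 6) and in females from 143 ± 15.8 to 306 ± 89.5 CPM (SD, n = 6 and 5), with a log2FC of 1.38 (SE 0.17, adjusted p = 2.01e-06) and 1.10 (SE 0.17, adjusted p = 0.000153) and an interaction of 0.29 (SE 0.24, adjusted p = 0.417, edgeR with Benjamini-Hochberg adjustment). All treated mice lay above all vehicle-treated mice of their sex. Map1lc3b had a log2FC of 0.77 (SE 0.10, adjusted p = 4.99e-06) in males, higher in 6 of 6, and of 0.15 (SE 0.11, adjusted p = 0.306) in females, higher in 4 of 5, with an interaction of 0.62 (SE 0.15, adjusted p = 0.0167, edgeR). DESeq2 called this interaction, as did edgeR without F3 or F8, with adjusted p-values over the 29 alternative fits from 0.000836 to 0.0347. Bnip3 (ENSMUSG00000078566, chromosome 7, 138890836 to 138909519) rose from 214 ± 39.1 to 278 ± 35.5 CPM in males and from 187 ± 30.9 to 242 ± 22.7 CPM in females, in 6 of 6 and 5 of 5 mice. Its log2FC was 0.38 (SE 0.12, adjusted p = 0.016, unadjusted p = 0.00475) in males and 0.37 (SE 0.13, adjusted p = 0.0365, unadjusted p = 0.00853) in females (edgeR). In males it passed in DESeq2, in limma-voom and without M5, with adjusted p-values from 0.00461 to 0.0454 over the alternative fits.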

We validated a selection of genes in the quadriceps muscle of male and female mice from the functional cohort. Based on this, it seemed that *Klf15* and *Per1* expression was specifically increased in male mice (p=0.051 and p=0.099), while *Nr3c1* (*Gr*) was specifically decreased in female mice at trend level (p=0.053 in female mice; **Supplementary Figure 2**). Collectively our data show many transcriptional effects are stronger in male quadriceps in response to corticosterone treatment, including genes related in muscle atrophy, in contrast to the functional data in which male and female mice both exhibited muscle atrophy and decreased grip strength was specific to female mice.

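With the adjusted p-value of 0.01 (edgeR with Benjamini-Hochberg adjustment) and a log2FC beyond 1 in either direction, 982 genes passed in male mice, 366 higher and 616 lower, and 732 in female mice, 533 higher and 199 lower. The interaction of sex and treatment passed both limits for 40 genes, 16 with a higher and 24 with a lower log2FC in males. To read the size of the responses in mice that had no part in the choice of genes, genes were called in a random part of the male mice and their change was then read in the other males and in all females. Over 20 draws that called 278 to 1400 genes each, the median change in females was 55.3% of that in the other males, with 41.4% to 67.4% over draws. The mirror comparison, from genes called in part of the female mice, called at least 20 genes in 5 of 20 draws, 4 of them distinct, and gave a change in males of 152% of that in the other females, with 118% to 161% over draws. In 2 further draws that called fewer genes it was 82.2% and 128%. Genes called in a sex are chosen for a response in that sex, and the ratios hold for those genes only.

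Of the 37 tested genes reported here that the paper names or lists for atrophy, 24 passed in males, 12 in females and 7 for the interaction when p-values were adjusted over all genes, and 30, 17 and 19 adjusted over the list alone (edgeR with Benjamini-Hochberg adjustment). The paper chose this list on the same mice, so that the latter counts are not independent evidence. The paper then sets these data beside its functional cohorts. From the data together it concludes that many transcriptional effects of corticosterone are stronger in the male quadriceps, genes related to atrophy among them, and it contrasts this with the atrophy it measured in both sexes and the lower grip strength it measured in females.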

### Daily Betamethasone Treatment Decreases Grip Strength and Muscle Atrophy in Both Sexes

To evaluate the effects of synthetic glucocorticoid treatment on muscle function, male and female mice were injected daily with 3 or 25 mg/kg betamethasone for a period of 2 weeks. In both sexes, body weight was not significantly different after daily betamethasone treatment (**Figure 4A**). Treatment with 25 mg/kg betamethasone significantly decreased lean mass of male mice, while this was observed for both doses in female mice (**Figure 4B**). Fat mass was increased in both male and female mice upon 25 mg/kg betamethasone treatment (**Figure 4C**). In both male and female mice, treatment with 25 mg/kg betamethasone significantly reduced grip strength (**Figure 4D**). However, treatment with 3 mg/kg betamethasone transiently decreased grip strength in male mice, while grip strength in female mice was only decreased after 14 days of treatment (**Figure 4D**). Grid hanging performance was not significantly altered after betamethasone treatment (**Figure 4E**). To investigate the effect of daily betamethasone treatment on muscle atrophy, we analysed different muscles. Gastrocnemius weight of female mice was significantly decreased after 3 and 25 mg/kg betamethasone treatment, whereas in male mice muscle weight only decreased upon 25 mg/kg betamethasone treatment (**Figure 5A**). Similar patterns were observed for the muscle weights of EDL (**Figure 5B**) and TA (**Figure 5C**). In the glucocorticoid-resistant soleus muscle, we did not observe any significant effects of betamethasone treatment on muscle weight (**Figure 5D**). Gene expression analysis of atrophy-related genes in the gastrocnemius muscle revealed *atrogin-1* was significantly upregulated in both male and female mice after 25 mg/kg betamethasone treatment, while *Klf15* and *MurF-1* expression was not significantly altered (**Figures 5E-G**). Female mice showed an upregulation of *atrogin-1* and *MurF-1* in gastrocnemius muscle after 25 mg/kg betamethasone treatment, but not of *Klf15* (**Figures 5F, G**). We next investigated the effect of betamethasone treatment on myofiber composition in the gastrocnemius. As expected, gastrocnemius muscles of vehicle-treated male mice were comprised of relatively few type 1 and type 2A fibers, and primarily type 2B fibers (**Figures 6A, B**). In contrast, vehicle-treated female mice had relatively many type 2A fibers (**Figures 6C, D**). Betamethasone treatment in male mice significantly increased the proportion of type 2A myofibers (**Figure 6B**). In female mice, type 1 and type 2A myofiber composition was unaffected by betamethasone treatment, while type 2B numbers tended to be decreased after daily betamethasone treatment (**Figure 6D**). Collectively, these functional data suggest that female mice exhibit betamethasone-induced muscle atrophy at lower doses as compared to male mice, with similar effects on grip strength between sexes.

**Figure 4:**
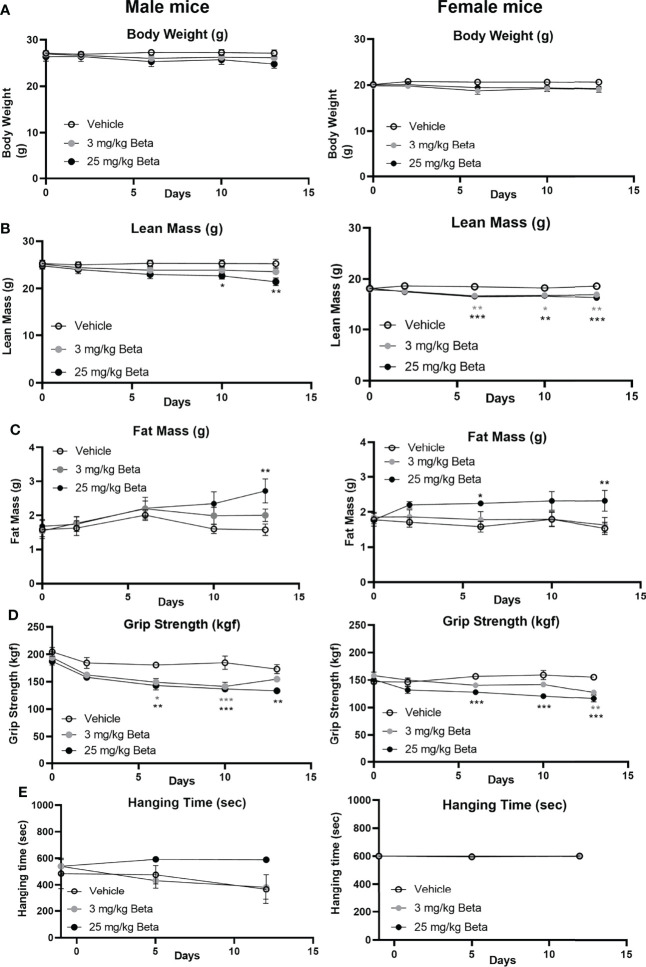
Daily betamethasone treatment decreases muscle function in male and female mice. The effect of daily treatment with 3 or 25 mg/kg betamethasone on **(A)** total body mass, **(B)** lean mass, **(C)** fat mass, **(D)** fore limb grip strength, and **(E)** grid hanging time in male and female C57BL/6J mice. N=4 male mice/group, N=6 female mice/group. *p<0.05 vs. Vehicle, **p<0.01 vs. Vehicle, ***p<0.001 vs. Vehicle. Statistical significance was calculated using a one-way ANOVA.

**Figure 5:**
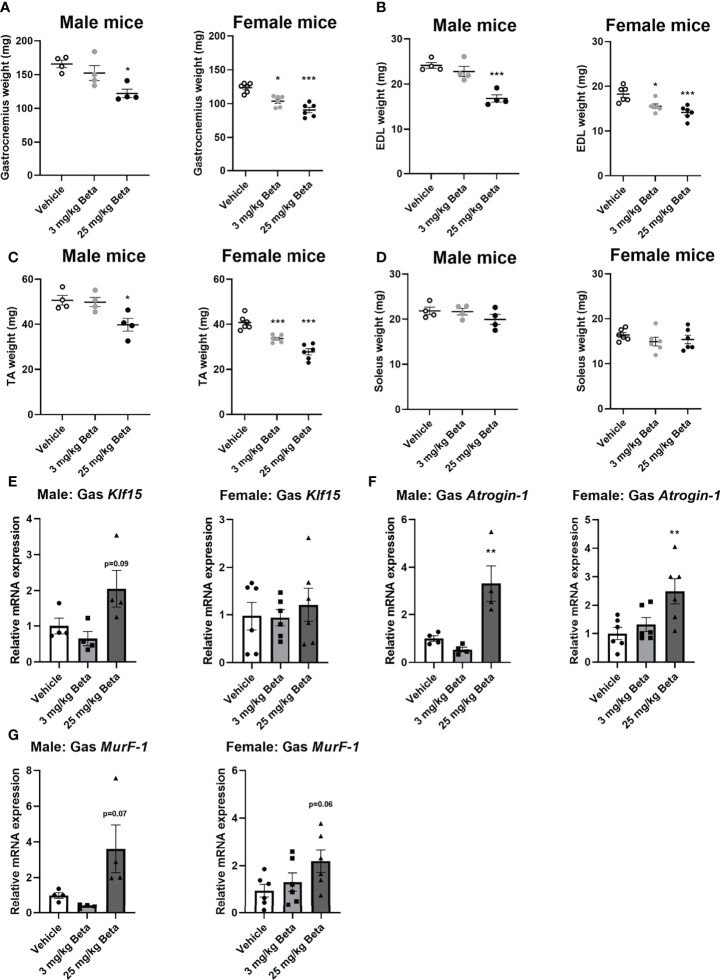
Female mice exhibit muscle atrophy at lower doses of daily betamethasone treatment as compared to male mice. The effect of daily treatment with 3 or 25 mg/kg betamethasone on tissue weight of **(A)** gastrocnemius, **(B)** extensor digitorum longus (EDL), **(C)** tibialis anterior (TA) and **(D)** soleus. The effect of 3 or 25 mg/kg betamethasone treatment on gene expression in gastrocnemius muscle of **(E)** *Klf15*, **(F)** *atrogin-1* and **(G)** *MurF-1*. N=4 male mice/group, N=6 female mice/group. *p<0.05 vs. Vehicle, **p<0.01 vs. Vehicle, ***p<0.001 vs. Vehicle. Statistical significance was calculated using a one-way ANOVA.

**Figure 6:**
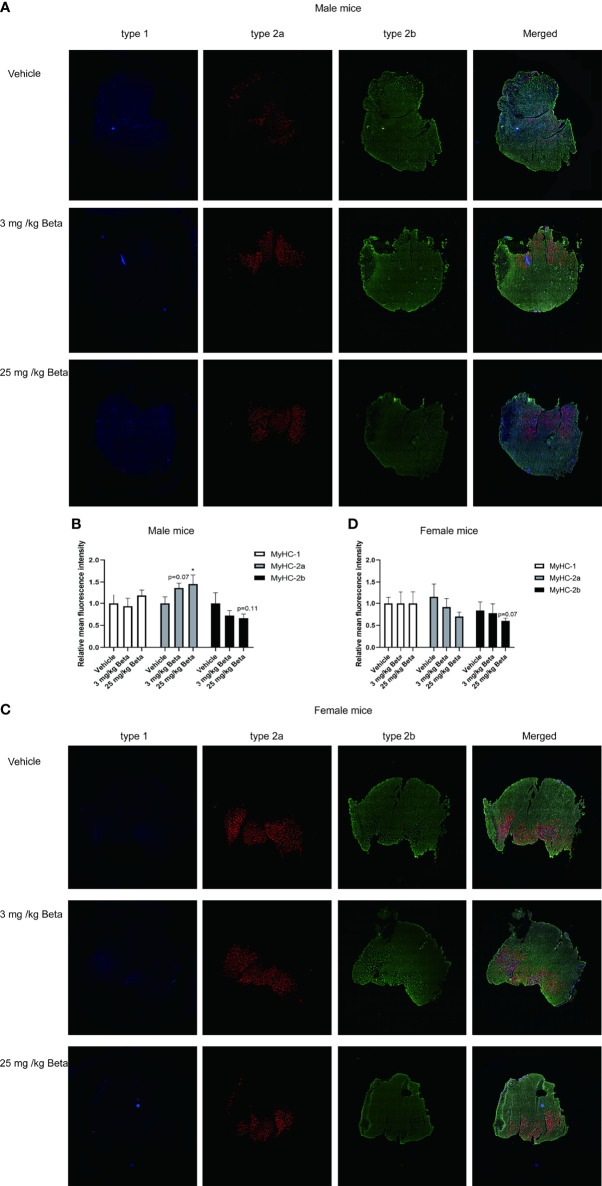
Daily betamethasone treatment increases abundance of type 2A myofibers in male mice. Histological analysis of gastrocnemius muscle for type 1, type 2A and type 2B myofibers. **(A)** Representative images of myofiber staining in gastrocnemius muscle of male mice and **(B)** Relative mean fluorescence intensity for individual myofiber isoforms. N=3 mice/group. **(C)** Representative images of myofiber staining in gastrocnemius muscle of female mice and **(D)** Relative mean fluorescence intensity for individual myofiber isoforms. N=3 mice/group. Type-1=Blue; Type-2a=Red; Type-2b=Green. *p<0.05 vs. Vehicle.

### Daily Betamethasone Treatment and Chemical Castration Additively Cause Muscle Atrophy

To explore mechanisms underlying male-female differences in glucocorticoid response in muscle function, we investigated potential contribution of androgen signalling in glucocorticoid-induced muscle atrophy (30). To this end, we chemically castrated male mice using the GnRH antagonist degarelix. Intact and chemically-castrated male mice were subsequently injected daily with 3 mg/kg betamethasone or vehicle for 2 weeks. During this treatment period, chemical castration alone did not significantly influence total body weight and lean body mass, but seemed to potentiate the effect of betamethasone treatment on body weight and lean mass (**Figures 7A,B**). Fat mass appeared to transiently decrease upon chemical castration, but was not influenced by betamethasone treatment (**Figure 7C**). Chemical castration on its own decreased fore limb grip strength, and additional betamethasone treatment did not further influence this (**Figure 7D**). Post-mortem analysis showed decreased adrenal weight after betamethasone treatment regardless of the chemical castration (**Figure 8A**). Diminished seminal vesicle weight was observed after chemical castration (**Figure 8B**). Analysis of muscle tissue showed that chemical castration alone significantly decreased gastrocnemius, EDL and TA, but not soleus weight (**Figures 8C–F**). Treatment with 3 mg/kg daily betamethasone reduced gastrocnemius weight in intact male mice, and further reduced muscle weight in chemically-castrated mice (**Figure 8D**). Similar observations were found for EDL and TA muscle weight, for which betamethasone treatment further decreased muscle weight of chemically-castrated mice (**Figure 8E, F**). Gene expression analysis revealed that in gastrocnemius muscle, degarelix treatment induced the expression of *Klf15*, an effect that was significantly lowered by betamethasone treatment (**Figure 8G**). Betamethasone treatment lowered *MurF-1* expression, which was unaffected by chemical castration (**Figure 8H**). Similarly to its effect in gastrocnemius, degarelix treatment induced *Klf15* in tibialis anterior muscle, while *MurF-1* expression was unaltered (**Figures 8I, J**). Collectively, these data suggest that androgen depletion and glucocorticoid treatments both have separate effects on muscle atrophy, and that combined intervention possibly has additive effects.

**Figure 7:**
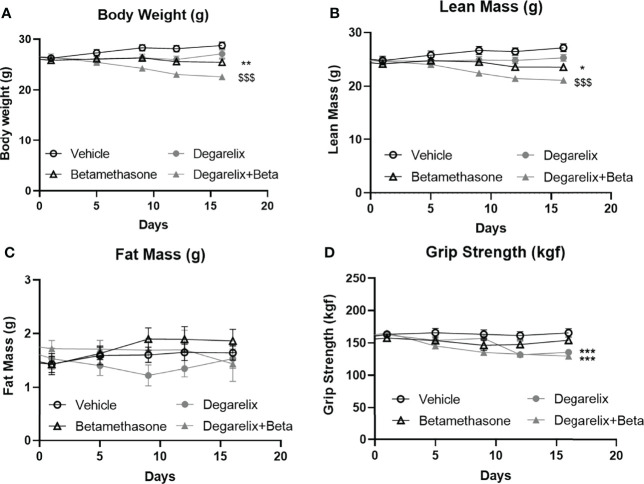
Daily betamethasone treatment reduces total body weight and lean mass in intact and chemically-castrated male mice. The effect of daily treatment with 3 mg/kg betamethasone in chemically-castrated mice and intact mice on **(A)** total body mass, **(B)** lean mass, **(C)** fat mass, and **(D)** fore limb grip strength. N=8 mice/group. *p<0.05 vs. Vehicle, **p<0.01 vs. Vehicle, ***p<0.001 vs. Vehicle, $$$ p<0.001 vs degarelix. Statistical significance was calculated using a two-way ANOVA.

**Figure 8:**
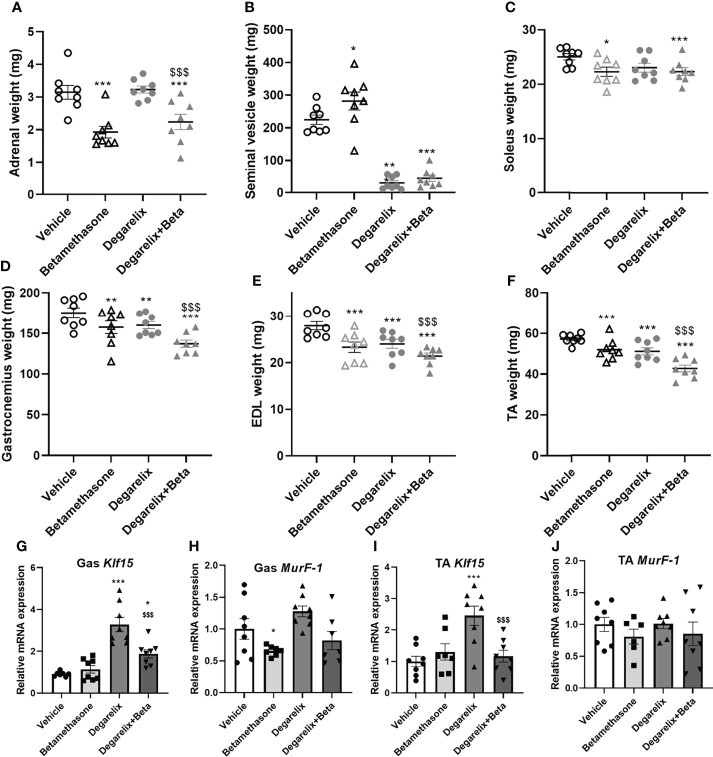
Chemical castration and daily betamethasone treatment additively decrease muscle weight in male mice. The effect of daily treatment with 3 mg/kg betamethasone on intact and chemically-castrated male mice on weight of the **(A)** adrenal gland, **(B)** seminal vesicle, **(C)** soleus, **(D)** gastrocnemius muscle, **(E)** extensor digitorum longus (EDL) and **(F)** tibialis anterior (TA). The effect of daily treatment with 3 mg/kg betamethasone on intact and chemically-castrated male mice on expression of **(G)** *Klf15* in gastrocnemius, **(H)** *MurF-1* in gastrocnemius, **(I)** *Klf15* expression in TA, and **(J)** *MurF-1* expression in TA. N=8 mice/group. *p<0.05 vs. Vehicle, **p<0.01 vs. Vehicle, ***p<0.001 vs. Vehicle, $$$ p<0.001 vs degarelix. Statistical significance was calculated using a two-way ANOVA.

## Discussion

In this study, we set out to investigate sexual dimorphism in glucocorticoid-induced muscle dysfunction. Muscle dysfunction as a result of elevated glucocorticoid exposure is common in patients with hypercortisolism but is also frequently observed during synthetic glucocorticoid treatment regimens. Although the magnitude of this problem in clinical practice is evident, to our knowledge no studies exist that have addressed sex differences and the role of sex hormones in glucocorticoid-induced muscle dysfunction. We observed that corticosterone treatment caused muscle atrophy in male and female mice to a similar extent at the dose used, based on the analysis of five different skeletal muscles. Despite similar atrophy-inducing effects by corticosterone, only female mice exhibited a decreased grip strength, while male mice were unaffected by this. We performed an extensive transcriptomic analysis of male and female quadriceps muscle after corticosterone exposure in an attempt to capture the similarities and differences between sexes. Overall, we observed more differentially expressed genes in male mice as compared to female mice (2859 male-specific genes versus 1312 female-specific genes after corticosterone treatment). This finding was also evident when analyzing several classic GR-target genes (e.g. *Gilz*, *Per1* and *Sgk1*) that were found to be regulated more strongly in male mice as compared to female mice. It is interesting to note that in contrary to the results above, increased glucocorticoid levels as response to fasting shows greater induction of GR-regulated genes in female gastrocnemius muscle as compared to male (38). The response to glucocorticoid/GR-induced transcription thus appears context-dependent but may also be muscle fiber type-dependent. In corticosterone-treated female mice, we found a large within-group variation in transcriptomic response (as represented in the PCA analysis and heatmap), and this is possibly related to different stages of the estrous cycle at which tissues were collected for which we did not stratify.

Despite the finding that corticosterone had similar atrophy-inducing effects in male and female mice, gene ontology analysis revealed muscle atrophy as one of the main glucocorticoid-induced sexually dimorphic pathways, and indeed male-specific upregulations of atrophy-related genes were found for *Klf15*, *atrogin-1* and *MurF-1*, amongst several others. Despite the stronger transcriptional response to corticosterone in quadriceps muscle of male mice (including genes related to muscle atrophy), this did not yield stronger atrophy-induction in males, and decreased grip strength was even specific for female mice. It is likely that different pathways contribute to muscle atrophy in male and female muscle, and in addition to direct catabolic effects, antagonism of anabolic pathways can also underlie the decreased muscle mass by glucocorticoids. It should be noted that the transcriptomic analysis was performed after 14 days of elevated corticosterone exposure – a timeframe that allows adaptation in tissue response - and thus transcriptional effects after acute corticosterone treatment may differ. Furthermore, the corticosterone dose in the transcriptomic cohort (50 mg) was higher as compared to the functional cohorts (20 mg) and these experiments were performed at different institutes. We also observed that reduced muscle mass does not necessarily influence muscle function (grip strength). However, a potential limitation of our study is that we analyzed muscle weight of the hind limbs, while the functional test evaluated forelimb muscle strength. Nevertheless, given the similar atrophy induction in several muscles, we expect that the observed effects in hind limps are representative for most muscles in the mouse including the forelimbs. A notable exception is the soleus muscle – previously reported to be largely resistant to glucocorticoid-induced atrophy likely attributed to fiber composition mainly consisting of type 1 and 2A fibers and low GR expression levels (25). In our studies the soleus was also largely unaffected by synthetic glucocorticoid treatment in both male and female mice.

For synthetic glucocorticoid treatment with betamethasone, we show that both male and female mice exhibited reduced grip strength, with both doses that were tested in this study. We found that male mice are less sensitive to betamethasone-induced muscle atrophy – and treatment with 25 mg/kg/day was required to induce atrophy in male mice while 3 mg/kg/day betamethasone induced this in female mice. Differences in sensitivity are not explained by GR expression levels, as these were reported to be similar in male and female gastrocnemius muscle (38). Also analysis of atrophy-related gene expression (39) in gastrocnemius muscle did not reveal any noteworthy differences between male and female mice in response to betamethasone treatment. We observed that betamethasone induced a transformation of muscle fiber types in gastrocnemius muscle (17, 40, 41), with increased type 2A and decreased type 2B fiber proportions in male mice. Such a shift of muscle fiber isoforms was previously associated with a reduction of muscle strength (42, 43). It is interesting to note that we observed different effects of corticosterone treatment and betamethasone treatment in male mice, as grip strength in male mice was not influenced by corticosterone treatment while significantly reduced upon betamethasone treatment. These discrepancies between both glucocorticoids may be explained by differences in pharmacokinetic and pharmacodynamic properties, but also by their receptor specificity and corticosteroid-binding globulin binding affinity.

We postulated that sex differences in glucocorticoid effects on muscle may be related to relative androgen levels. Androgens are well-known anabolic factors that are involved in muscle physiology, and increased anabolic signaling may protect from glucocorticoid-induced muscle atrophy and dysfunction. To assess to what extent androgen signaling contributes to the observed sex differences, we chemically castrated male mice using GnRH antagonist degarelix. Androgen depletion on its own strongly reduced forelimb grip strength, but betamethasone treatment did not further influence this. Weight of several muscles was reduced after androgen depletion – likely due to reduced anabolic signaling. In addition, chemical castration of male mice seemed to potentiate the atrophy-inducing effects of low dose betamethasone treatment, but for many muscles both effects were additive rather than synergistic. Our findings thus cannot rule out separate anabolic and catabolic signaling pathways, and do not provide direct evidence for crosstalk between these pathways.

Sex-based differences in skeletal muscle physiology are known in humans, including differences in fiber type prevalence which translates to altered performance, endurance and recovery of skeletal muscles (44). In addition, humans show differences in glucocorticoid response between sexes. In patients with subclinical hypercortisolism, women exhibited lower skeletal muscle mass but men do not (45). Moreover, differential expression of 11β-HSD1 likely influenced local glucocorticoid turnover. Indeed, higher 11β-HSD1 expression in women is associated with reduced grip strength (46). It should be noted that while 11β-HSD1 influences (local) levels of endogenous glucocorticoids, many synthetic glucocorticoids are not a substrate for such enzymatic (in)activation and their activity is thus unlikely to be affected. Also at the receptor level, differences between men and women exist, and polymorphisms in the GR gene were shown to reduce grip strength in male patients with overt hypercortisolism (Cushing’s syndrome) (47). Altogether, many aspects of glucocorticoid response in skeletal muscle are different between men and women. Our study in mice provides suitable models to further investigate the mechanisms that underlie these sex-specific effects, and propose that differential androgen levels may in part contribute to these discrepancies.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO, GSE202787.

## Ethics Statement

The animal study was reviewed and approved by Leiden University Medical Center animal welfare committee and Erasmus MC animal welfare committee.

## Author Contributions

SL, OM and JK contributed to the conception and design of the study. SL, MiS, TM, MG, MaS, JK performed the experiments in this study. JB performed the analysis of the RNA-sequencing data. JV and KK provided the samples for RNA-sequencing analysis. DV, TA-D and VR performed myofiber stainings and image analysis. AA-R and MP provided technical advice and expertise for the muscle function tests. OM and JK supervised the study. SL and JK wrote the first draft of the manuscript. All authors contributed to manuscript revision, read and approved the submitted version. All authors contributed to the article and approved the submitted version.

## Funding

SL was supported by a Chinese Scholarship Council grant. This study was in part funded by the Leiden University Fund-Mulder Hamelers obtained by JK.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

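Quadriceps muscle of male and female mice was sequenced after 14 days with a corticosterone or a vehicle pellet, with 6 vehicle-treated and 6 corticosterone-treated males and 6 vehicle-treated and 5 corticosterone-treated females. The authors aligned read pairs to the genome and counted those that fell on 1 gene, by strand, and deposited the counts per gene and mouse without normalization. The deposited table holds 55573 Ensembl gene IDs and 5 summary entries for reads not assigned to a gene. These entries took 10.7% to 15.3% of the read pairs of a mouse and were left out of library sizes and tests. Gene names and positions came from GENCODE M21 on GRCm38 (mm10), which matched 55480 of the gene IDs and left 93 without a match. Samples were grouped by the sex and treatment in their labels, and mice are named by the letter of their sex and their number. Values of all 23 mice entered each test unless a sentence says otherwise. No pair of replicates differed by less than the sampling noise, the lowest chi-square per degree of freedom between replicates being 15.0.

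The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test on the deposited counts with TMM normalization, in 1 model with a mean for each of the 4 groups, as laid down before the data were examined. Genes with over 20 normalized counts in at least 4 mice of at least 1 group were tested, 13049 in all, as in the paper, and p-values were adjusted by the Benjamini-Hochberg method over these genes with a threshold of 0.01. The interaction of sex and treatment was tested in the same model. Log2 CPM values for clusters and scores used a prior count of 1. The paper's text names DESeq2, which served here as an alternative on the same genes. The other alternatives were edgeR's filterByExpr (15045 genes), no filter beyond 1 count (31922 genes), the median of ratios in edgeR, limma-voom with sample quality weights, each sex fitted alone, an added limit of 1 on the size of the log2FC, a block on the replicate numbers, and 23 fits that each left out 1 mouse. Principal components used DESeq2's variance-stabilizing transformation and the 500 most variable genes, and distances to the centre of a group were compared by an exact permutation test over 462 regroupings. Adding the adipocyte or the hepatocyte marker score as a covariate, and leaving out of the principal components the genes that follow such a score or the slow fiber score among vehicle-treated mice, were chosen after seeing the data.

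On simulated counts of 13049 genes with 200 genes changed in each sex, edgeR recovered 90.0% of the changed genes in males, 88.0% in females and 80.4% for the interaction, with 1.64%, 0% and 1.89% of its calls false. DESeq2 recovered 94.0%, 91.0% and 86.1%, with 5.05%, 2.15% and 4.30% false, and limma-voom recovered 89.0%, 85.0% and 77.6%. All simulated changes were beyond 1 in log2 size, mostly in different genes for the 2 sexes, with 1 spread per gene for all groups. In the data the median log2FC of male-only genes was 0.59 in size, and corticosterone-treated females spread more widely. These percentages therefore do not tell how many of the smaller real changes or interactions were found. Counts on genes ranged from 20904150 to 21984477 per mouse, so that library size differed little, and 3 counts, taken as the limit below which a fold change is a lower bound, correspond to at most 0.166 CPM. Normalization factors ranged from 0.832 to 1.21.

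The genes named in the text are those that the paper's results name, the genes of the muscle atrophy term in the supplementary tables at hand, the proteasome subunits as a family, Xist and 4 Y-chromosome genes, and for each sex the 3 genes with the largest rise and the 3 with the largest fall among those past the threshold whose corticosterone-treated mice all lay beyond all vehicle-treated mice. Some genes under this rule are not reported here. Other genes in the closing section come from lists of marker genes or were chosen after their values were seen. Lists were written for erythrocytes, adipocytes, Schwann cells, slow fibers, fast fibers, type 2A fibers, denervation, regeneration, macrophages, neutrophils, lymphocytes, fibroblasts, endothelial cells, the clock, GR targets and the proteasome, and lists for hepatocytes and lipogenesis were added after seeing the data. A score is the mean log2 CPM of the tested genes of a list. Score shifts between treated and vehicle-treated mice of a sex were tested by two-sided exact permutation tests, adjusted by the Benjamini-Hochberg method over 34 comparisons, where 0.00216 is the smallest p-value possible.

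Whether male and female samples were processed together is not stated in the paper's text, which speaks of a count matrix per experiment and of comparisons within experiments. A difference between batches of the 2 sexes cannot be told apart from a difference between the sexes here. It does not enter the comparison of treated with vehicle-treated mice of 1 sex. Of the supplementary tables, the GO terms (438 of 657 at hand) and the atrophy-related genes (4 of 32 at hand) were used only for gene names and single values. Muscle weights, grip strength and qPCR of the other cohorts were not analysed here.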

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

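Of the tests in this part, those of the source of liver transcripts, of the fall of collagen genes and of the adipocyte profile were chosen only after the result was seen. Among 172 groups of mice tested for a single mouse far from the others, 12 had one, where about 9 would by chance, so that single entries carry little weight. They were Atmin in M12 (39.5 CPM), Setd3 in F10 (88.9 CPM), Nr1h2 in F6 (47.8 CPM) and M9 (49.7 CPM), Anxa2 in M4 (24.65 CPM), Adamts5 in M2 (23.8 CPM), Gatm in F10 (12.7 CPM), Mstn in F9 (158 CPM), the adipocyte score of M7 (2.45), the fibroblast score of M5 (6.62) and the gene counts of F9 (21847218). No explanation was tested for these. The twelfth was Pgr in F6 at 2.06 CPM. The library of F6 held 3363 counts of mammary epithelial genes, among them 636 of Csn3, 476 of Krt18, 464 of Krt8 and 436 of Epcam, and no other mouse held over 256. This list was written before its counts were seen. Mammary tissue carried into the sample is a candidate source of the Pgr reads of F6. A biological rise of Pgr in muscle stays open as untested.

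The response to corticosterone differed between the sexes, by the interaction of sex and treatment, for 7 of the genes the paper names. The differences in log2FC (male minus female) were 0.79 for Atmin, 0.63 for Zfp622, -0.78 for Dhdds, -0.75 for Slc27a4, -1.13 for Cyb5b, -1.26 for Ctsz and 1.02 for Foxo3. Of 29 alternatives set for them, 23 of which left out 1 mouse, the number in which the interaction no longer passed was 10 for Atmin, 21 for Zfp622, 9 for Dhdds, 20 for Slc27a4, 13 for Cyb5b, 20 for Ctsz and 10 for Foxo3. Of 100 regroupings of the mice by sex within treatment, the real one included, 1 gave as many interaction genes as the 90 found, and 1 gave as many opposite genes as the 3 found, the highest number in another regrouping being 0 and 1. Regrouped by treatment within both sexes, 3 of 100 gave as many interaction genes, the highest other number being 650, and 1 of 100 as many opposite genes (highest other 0). Random grouping by sex within treatment therefore does not account for them. When only 1 treatment was regrouped by sex, other groupings reached 710 (corticosterone) and 2744 (vehicle) interaction genes, and 37 and 100 opposite genes. The other treatment then keeps its real sexes, so that these groupings cannot decide. Cell composition stays open. Of these 7 genes 0 follow the adipocyte score among vehicle-treated mice, by a correlation over 0.8. With the adipocyte score as a covariate, chosen after seeing the data, 1 gene, not among these 7, passed the interaction. The differences were then 0.70 for Atmin, 0.64 for Zfp622, -0.73 for Dhdds, -0.64 for Slc27a4, -0.91 for Cyb5b, -0.90 for Ctsz and 1.05 for Foxo3, closer to 0 than without it except for Zfp622 and Foxo3. A covariate that itself moves with treatment can also take away a real response, so that a difference in the muscle and one in the tissue around it may both contribute.

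The fibroblast score moved by -2.16 in male mice, with all 6 corticosterone-treated males below all 6 vehicle-treated males (exact permutation test, adjusted p = 0.0184 over 34 comparisons), and by -0.709 in female mice with 5 of 5 below the vehicle mean (exact permutation test, adjusted p = 0.0841). The paper does not discuss these genes. Col3a1, Col1a1 and Col1a2 had log2FCs of -3.96, -3.26 and -3.04 in males, while those of Dcn and Pdgfra were -0.41 and -0.35. All 6 list genes were at 1 CPM or more in the vehicle-treated mouse with the lowest score, with Dcn at 317 CPM. A lower share of every cell type other than muscle fibers would lower all such scores alike. The endothelial score moved by -0.294 in males (exact permutation test, adjusted p = 0.152, 6 of 6 mice below the vehicle mean), which argues against it as the whole cause. Fewer fibroblasts may account for part, but a change within fibroblasts stays open too, as collagen genes fell by more than Dcn. A biological effect of corticosterone on collagen expression is not excluded by any value here.

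The lipogenic score rose in female mice by 2.57 (exact permutation test, adjusted p = 0.165), which did not pass, with 3 of 5 mice above the vehicle mean, and in males by 1.19 (exact permutation test, adjusted p = 0.0841) with 5 of 6 above. The spread among corticosterone-treated females was wide, with Scd1 at 16505 CPM in F2, 1771 in F4, 17963 in F6, 265 in F8 and 15204 in F10. The adipocyte scores of the same mice were 8.73, 6.66, 9.70, 3.23 and 8.54, against 3.07 to 7.09 in vehicle-treated females. All 6 lipogenic genes and 6 of 7 adipocyte genes were at 1 CPM or more in the vehicle-treated mouse with the lowest score, so that muscle samples hold them throughout. More adipocytes of an unchanged profile would raise all their abundant transcripts together. Cfd, abundant in adipocytes, instead shifted by -3.46 against the other adipocyte genes in females and by -2.97 in males (exact permutation test, p = 0.00216, the smallest possible), which argues against it. More fat in the sample together with a changed profile of its cells, or a response in muscle, may each contribute.

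Alb, a liver transcript, reached 1835 CPM in the corticosterone-treated male M8, and 1876 CPM in F10, 1106 in M9, 1081 in M12 and 822 in F6. In the vehicle-treated male M3 it was 9.76 CPM, and 4 of the 10 hepatocyte genes were at 1 CPM or more there. The SD over mice of the log2 ratio of a hepatocyte gene to Alb was 0.199 of the SD of Alb itself, as for 1 source carrying all of them. Liver RNA carried into several libraries is therefore a candidate source. The hepatocyte score did not differ with treatment in males (shift 1.42, exact permutation test, p = 0.307) or in females (shift 1.32, exact permutation test, p = 0.264), which does not decide whether corticosterone has a share in it, with so wide a spread. Of sex-biased liver counts, 93.5% were male-biased in F10, and 616 were female-biased in M8. A single library excludes nothing about whether the liver RNA came from the same mouse. Xist in male libraries rose with the hepatocyte score (12 mice, Pearson 0.756, permutation p = 0.00405, adjusted 0.00723, Spearman 0.745, permutation p = 0.00737, adjusted 0.0147, 4 relations), and Pearson's r was 0.548 without the 2 mice farthest from the median score. Xist reads of M8 may have come with it. Counts of Y-chromosome genes in female libraries had a Spearman correlation of 0.461 (11 mice, permutation p = 0.153, adjusted 0.153) and a Pearson correlation of 0.780 (permutation p = 0.0061, adjusted 0.00723) that fell to 0.103 without the 2 mice, and so rests on them.

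H2-Ab1 had a log2FC of -5.33 in male mice, which the paper does not discuss. It was lower in every corticosterone-treated mouse of both sexes, together with Ciita. Library size differed by at most 1.05 times over all mice, too little to account for such a fall, and other technical explanations were not tested. The macrophage score moved by -0.288 in males (exact permutation test, adjusted p = 0.456, 5 of 6 mice below the vehicle mean) and by 0.844 in females (exact permutation test, adjusted p = 0.0932, 4 of 5 above), so that the fall does not go with macrophage transcripts in females. Corticosterone itself is the biological explanation the design names.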

How the results depend on the processing

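Of the tests in this part, those with a marker score as a covariate and those that leave out the genes following a score were chosen only after the result was seen. With DESeq2, filterByExpr, no filter, the median of ratios in edgeR and limma-voom, the numbers of genes past the threshold in males, in females, in both, in males only and in females only stayed within 1.5 times those of the main test. The interaction and the opposite genes moved by more in several of them. Where a cause is not named, the cause was not tested.

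DESeq2 gave 896 interaction genes, 525 of them male-only and 233 female-only, 9 opposite genes, 259 shared genes that differ after corticosterone and 284 genes between vehicle-treated males and females. With limma-voom and sample quality weights there were 693 interaction genes, 324 male-only and 296 female-only, and 27 opposite genes. The lowest weights were those of F8 (0.292) and F4 (0.404) and the highest that of M6 (2.22). Without a gene filter, so that p-values were adjusted over more genes, 10 interaction genes passed, 9 male-only and 1 female-only, with 1 opposite gene and 89 shared genes that differ, and the correlation of fold changes between the sexes across genes was 0.168 (Pearson) or 0.214 (Spearman). The median of ratios in edgeR gave 23 female-only genes with an interaction. The percentage of called genes that rose was 50.2% in males and 55.2% in females, 51.2% and 54.2% in DESeq2 and 52.0% and 53.6% with the median of ratios in edgeR.

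With each sex fitted alone, 561 genes passed in females, 408 were shared, 153 were female-only and 0 opposite, while 241 were opposite at an unadjusted p-value below 0.05. Both fits had fewer mice, but males fitted alone gave more genes than in the main test. The main test shared 1 estimate of the spread over all groups. The median SD of log2 CPM was 0.277 in corticosterone-treated females and 0.199 to 0.210 in the other groups. Female calls of the main test may thus lean on the tighter groups, which was not tested. The limit on the size of the log2FC left fewer genes by its construction, 982 in males, 732 in females, 316 shared, 666 male-only, 416 female-only and 54 shared genes that differ. Putting the interaction in place of the direct comparison left 10 shared genes that differ. With the adipocyte score as a covariate 715 genes passed in females, 539 were shared, 176 female-only, and 87 shared genes differed. The interaction then passed for 1 gene, which was male-only, and for 0 female-only genes, with 111 of them at an unadjusted p-value below 0.05. The hepatocyte score as a covariate left these numbers within 1.5 times those of the main test.

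The ratio of distances of female over male corticosterone-treated mice in the principal components was 3.45 with all tested genes (two-sided exact permutation test, p = 0.0173) and 1.42 over all components (exact permutation test, p = 0.0498), which passed 0.05, and 1.36 on log2 CPM (exact permutation test, p = 0.288). It fell below 1, to 0.959, without the genes that follow the adipocyte score (exact permutation test, p = 0.909). Without those that follow the hepatocyte score it was 4.54 (exact permutation test, p = 0.00433), without those of the slow fiber score 2.36 (exact permutation test, p = 0.0216), and without those of the adipocyte or the hepatocyte score 1.06 (exact permutation test, p = 0.877). Leaving out single mice gave from 1.26 (M2) to 2.603 (M8, exact permutation test, p = 0.0159), and without M10 it was 1.73 and passed as well (exact permutation test, p = 0.0317). The 4 gene clusters moved the same way in both sexes under every alternative run for them.

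Across the 23 fits that each left out 1 mouse, between 2882 (without M8) and 3643 (F8) genes passed in males, 995 (F6) to 2369 (F8) in females, 593 (F2) to 959 (F8) in both, 2093 (M8) to 2910 (F6) in males only and 370 (F6) to 1410 (F8) in females only. The female number was also below its main value by over 1.5 times without F2 (1118), and the female-only number without F7 (540), F9 (576), F2 (525) and F10 (474). Shared genes that differ ranged from 93 (F6) to 198 (F8), with 100.0 without F2, and genes between vehicle-treated mice from 99 (F5) to 142 (F8). The interaction ranged from 1 gene (M3) to 895 (F8), with 302 without F3 and 395 without F4. Lower numbers included 6 without F1, 9 without F9, 26 without F11, 38 without F7 and 49 without F2. Male-only genes with an interaction ranged from 1 (M3) to 398 (F8). Female-only genes with an interaction ranged from 0 to 376 (F8). The fits with 0 included those without F1 and F9, with 398 and 385 at an unadjusted p-value below 0.05. Opposite genes ranged from 0 (F6 and F10, with 148 and 128 at an unadjusted p-value below 0.05) to 33 (F8), with 11 without F4. The correlation of fold changes ranged from 0.530 (F8) to 0.631 (F10) by Pearson and from 0.387 (F3) to 0.522 (F10) by Spearman.

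Some values near 0 changed sign. The interaction of Usp14 was 0.00167 in DESeq2, 0.0312 without a filter and 0.00163 with the median of ratios in edgeR. The median log2FC of the proteasome genes in males was 0.00537, 0.00426 and 0.00505 in the same order, 0.0102 with each sex fitted alone and 0.0185 with the hepatocyte score. Ube4b in females was at -0.0194 without a filter and -0.0650 with the adipocyte score. In limma-voom the interaction was -0.00933 for Fkbp5 and -0.0577 for Bnip3. With single mice left out, values in females ranged from -0.143 (F4) to 0.00849 (F9) for Ep300, from -0.481 (F10) to 0.0796 (F4) for Gatm and from -0.0526 (F4) to 0.103 (F8) for Ube4b. In males they ranged from -0.00976 (M8) to 0.105 (M12) for Nol3, from -0.111 (M5) to 0.0270 (M7) for Nr3c1 and from -0.0477 (M8) to 0.0339 (M12) for the proteasome median. The interaction ranged from -0.0466 (M10) to 0.0966 (M5) for Bnip3, from -0.0508 (M11) to 0.0446 (M9) for Usp14 and from -0.0187 (F1) to 0.325 (F2) for Zbtb16. Of the values of named genes under alternatives other than leaving out a mouse, 1048 kept their sign and side of the threshold, 52 no longer passed, 55 newly passed and 13 changed sign. With a mouse left out these numbers were 3088, 173, 45 and 28.

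A block on the replicate numbers across the sexes gave 125 shared genes that differ, 137 genes between vehicle-treated mice and 97 interaction genes, and turned the interaction of Usp14 to 0.00663. The interaction no longer passed for Zfp622, Slc27a4, Ctsz and Foxo3 and newly passed for Actn3 and Gm12240. The numbers are not shown to pair the mice. For a male and a female of the same number, the correlation across genes of their deviations from the group means had a median of 0.242 over 11 pairs, and 0.00384 over the 55 other pairs, from -0.510 to 0.523. It ranged from 0.0846 to 0.477 in the 6 vehicle-treated pairs, all above 0, and from -0.377 to 0.242 in the 5 corticosterone-treated pairs, so that a link between vehicle-treated mice of the same number is not excluded. Depth limits Pgr and Esr2, which had at most 51 and 10 counts in a mouse and were not tested.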

Differences from the paper's values

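The paper gives 11 shared genes with opposite directions in the 2 sexes, and 3 were found here. Of the alternatives set before the data were examined, DESeq2 gave 9 and leaving out F4 gave 11, which lie within 1.5 times the paper's number, and the others did not, with 3 by filterByExpr and by the median of ratios in edgeR, 1 without a filter, 27 in limma-voom and 0 with each sex fitted alone (241 at an unadjusted p-value below 0.05). Of the genes the paper names, DESeq2 called Atmin, Setd3, Zfp622, Dhdds, Slc27a4, Cyb5b, Ctsz, Anxa2 and Adamts5 in both sexes, limma-voom and the fit without F8 called 6, and the fit without F4 called 4. Eif6 and Nr1h2 were called in both sexes by none of these, with adjusted p-values in females from 0.0131 to 0.0904 and from 0.0118 to 0.0833 over the 29 alternatives (edgeR, DESeq2 and limma with Benjamini-Hochberg adjustment).

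The other counts lay within 1.5 times the paper's. They were 851 shared genes against the paper's 1107, 2575 male-only genes against the paper's 2859, 897 female-only genes against the paper's 1312 and 156 shared genes that differ after corticosterone against the paper's 213. DESeq2 gave 1127, 2864, 1331 and 259. The first 2 principal components held 36.4% and 21.2% of the variance against about 31% and about 24% in Figure 3C, read by eye. Of the paper's supplementary tables, 24 log2 fold changes of 12 genes were compared, and these had the same signs as those found here and lay within the error. Only 4 of the 32 atrophy-related genes of Supplementary Table 4 were at hand.

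The paper describes 2 of its 4 gene clusters as sex-specific. Here the means of all 4 clusters moved in the same direction in both sexes, also with Ward linkage, with correlation distance and without the fold change limit. The mean z score shifts were unequal in 2 clusters, at -0.721 in females and -1.81 in males, and at 1.54 and 0.485. They were closer in the other 2, at 1.27 and 1.71 and at -1.64 and -1.38. With Ward linkage a cluster moved by -0.224 in females and -1.76 in males, so that a response mainly in 1 sex is not excluded. The paper describes corticosterone-treated males as closely clustered and females as more variable. The ratio of distances was 1.65 and did not pass (exact permutation test, p = 0.0714), while it passed with all tested genes, with all components and without M8 or M10. The paper describes Tsc22d3, Per1 and Sgk1 as upregulated in males specifically. They passed in males and not in females, and none passed the interaction of sex and treatment (adjusted p from 0.0891 to 0.446 in edgeR with Benjamini-Hochberg adjustment), and Tsc22d3 passed in females without F4. Klf15, Trim63 and Fbxo32, which the paper describes as regulated in males specifically, did not pass the interaction in edgeR, while DESeq2 called it for Klf15 and Trim63, and edgeR without F3 or F8 for Klf15. Of the stronger responses in males that the paper states for 3 FoxO genes, the interaction passed for Foxo3 only, while DESeq2, limma-voom and 4 fits that left out F3, F5, F4 or F8 called Foxo4, and Foxo4 in females had a log2FC of -0.15. Bnip3, which the paper describes as unaffected, did not pass at 0.01 in males (log2FC 0.38, 6 of 6 mice higher, adjusted p = 0.016 in edgeR with Benjamini-Hochberg adjustment) but was called in DESeq2, in limma-voom and without M5, and with the hepatocyte score as a covariate, an alternative chosen after seeing the values. The paper describes the progesterone receptor and estrogen receptor-β as not detected. Pgr had 51 counts in F6 and at most 1 in each other mouse. Esr2 had 2 to 9 counts in each vehicle-treated female, with a mean of 0.246 CPM, and more than 3 counts in 9 of all 23 mice.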

Other observations

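Of the tests in this part, those of the spread in the principal components and those of sex-biased liver genes were chosen only after the result was seen. Among the tests of the spread, the joint removal was chosen after the single removals but before its own value. For each number of genes past a threshold the mice were regrouped, the real grouping included. For treated against vehicle-treated males, regrouped among the males alone, 1 of 100 groupings gave as many genes as the 3426 found, the highest other number being 0. In females, regrouped alone, 1 of 100 gave as many as 1748 (highest other 774). With treatment regrouped within both sexes together, 1 of 100 gave as many in males and 1 of 100 in females, with 2710 and 803 as the highest other numbers. Between vehicle-treated sexes 1 of 100 gave as many as 125 (highest other 0), between corticosterone-treated sexes 1 of 100 as many as 3043 (highest other 1219), and 1 of 100 as many shared genes that differ as 156 (highest other 70). The same share, 1 of 100, was found for the 851 shared genes regrouped by treatment within both sexes (highest other 0) and, regrouped by sex within treatment, for the 2575 male-only genes (median of the others 644, highest 1741), and the 65 male-only and the 15 female-only genes with an interaction (highest other 0 for each). Regrouped by treatment within both sexes, 2 of 100 gave as many of each of these 3 (highest other 2710, 644 and 367), and 1 of 100 gave as high a correlation of fold changes as 0.579 (highest other 0.452). Regrouped by sex within treatment, this correlation ranged from 0.505 to 0.900 in the other groupings. The real value lay near the low end, so that the real sexes were less alike than most random groups. The count of 897 female-only genes is different. Of 100 regroupings by sex within treatment 14 gave as many, with a median of 436 and a highest number of 1764 among the others, so that a random grouping by sex is not excluded as the source of this number. Regrouped by treatment within both sexes, 1 of 100 gave as many (highest other 803).

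DESeq2 gave 896 interaction genes and edgeR 90. A candidate explanation is that DESeq2 makes such calls under any grouping. Of 100 regroupings by sex within treatment, the real one included, 1 gave as many as the real sexes. The highest other number was 511, 25 others gave any call and 1 other gave over 90. This argues against it for the whole number, while calls under other groupings show that part of it may arise so. A difference between the sexes stays among the open explanations.

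Corticosterone-treated females lay farther from the centre of their group than males in the principal components (ratio 1.65, two-sided exact permutation test, p = 0.0714), which did not pass. Without the 214 genes that follow the adipocyte score among vehicle-treated mice the ratio was 0.959. Random removals of as many genes gave 1.52 to 3.27, with 0 of 100 as low. Adipose tissue in the samples may therefore carry this spread. Of the 7 adipocyte genes, 6 were at 1 CPM or more in the vehicle-treated mouse with the lowest score, where Fabp4 was at 188 CPM, against 2752 CPM in F6, and the list shares 0 genes with the other lists or with the genes the paper names. Without the 103 genes that follow the hepatocyte score the ratio was 4.54, where random removals gave 1.52 to 3.25, and without the 254 genes of the slow fiber score it was 2.36, where they gave 1.503 to 2.88. Neither fell toward 1, which argues against liver RNA and slow fibers. Of the 7 slow fiber genes 1 was at 1 CPM or more in M9, the lowest mouse, and Myh7 reached 1629 CPM in F3. Without the 317 genes of the adipocyte or the hepatocyte score the ratio was 1.06, below the 1.74 to 3.69 of random removals but not at 1 or below, which leaves open how much of the spread remains once liver genes are out. Library size is argued against, since the largest gene count in corticosterone-treated females was 1.03 times the smallest. An uneven response to corticosterone stays open. The mean absolute deviation of log2 CPM of Fkbp5 was 0.309 in these females and 0.126 in males (two-sided exact permutation test, p = 0.117). The GR target scores of F2, F4, F6, F8 and F10 were 7.60, 6.04, 7.51, 7.31 and 6.96, against 5.30 to 6.52 in vehicle-treated females. F4 thus lay within the vehicle range, while corticosterone-treated males ranged from 7.67 to 8.04. The SD of this score was 0.631 in corticosterone-treated females and 0.122 in corticosterone-treated males. It was 0.422 in vehicle-treated females and 0.361 in vehicle-treated males. The wider spread of the score goes with an uneven response, but was not tested.

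Of the 590 genes outside the adipocyte list that rose in females only, 83 (14.1%) follow the adipocyte score among vehicle-treated mice, against a median of 1.69% and at most 3.73% in 1000 random draws of genes of like expression. Of the 1347 that rose in males only 4 do (0.297%), fewer than the 1.59% of all tested genes, and of the 372 that rose in both sexes 2 do (0.538%). Adipose tissue may thus contribute to the genes that rose in females only, and the values argue against it for males. The adipocyte score itself moved by 2.32 in females (exact permutation test, adjusted p = 0.245, 4 of 5 mice above the vehicle mean) and by 0.125 in males (exact permutation test, adjusted p = 0.921, 4 of 6 above), which did not pass. Lep, a gene of the list, rose in females with a log2FC of 6.79 (edgeR with Benjamini-Hochberg adjustment, adjusted p = 0.000284) and had 264, 55.3, 660.1, 3.20 and 241 CPM in F2, F4, F6, F8 and F10. Most of the female-only risers do not follow the score, and a response in muscle stays open for them.

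If the sexes had 1 response of equal size, genes called from some males would change as much in females as in the males left out. Over 20 draws of 3 treated and 3 vehicle-treated males the median change in females was 55.3% of that in the other males, from 41.4% to 67.4%, with 19 distinct draws, which argues against equal size for these genes. For genes called from 3 and 3 females the change in males was 152% of that in the other females, from 118% to 161%, but only 5 of 20 draws called at least 20 genes, 4 of them distinct, and in 2 draws with fewer genes it was 82.2% and 128%. The female side therefore stays open. Genes called in a sex are chosen for a response in that sex, so that the ratios do not compare the sexes over all genes. A smaller response in females is a possible explanation for the male genes.

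The remaining marker scores were compared between treated and vehicle-treated mice. Erythrocyte genes rose by 1.18 in males (exact permutation test, adjusted p = 0.0368, 6 of 6 mice above the vehicle mean) and by 1.53 in females (exact permutation test, adjusted p = 0.0460, 5 of 5). Denervation genes, 7 of 9 tested, rose by 0.573 in males (exact permutation test, adjusted p = 0.0184, 6 of 6) and moved by -0.0819 in females (exact permutation test, adjusted p = 0.785, 2 of 5 below). Regeneration genes, 4 of 6 tested, rose by 1.04 in males (exact permutation test, adjusted p = 0.0421, 6 of 6) and by 0.942 in females (exact permutation test, adjusted p = 0.0669, 5 of 5). Of the 4 neutrophil genes 1 was tested, S100a8, with at most 3.00 CPM in a mouse. It rose by 2.41 in females (exact permutation test, adjusted p = 0.0184, 5 of 5) and by 1.65 in males (exact permutation test, adjusted p = 0.0662, 5 of 6). Clock genes moved by -0.358 in females (exact permutation test, adjusted p = 0.0294, 5 of 5 below) and by -0.0776 in males (exact permutation test, adjusted p = 0.456, 5 of 6 below).

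GR target genes, all 5 named by the paper, rose by 1.73 in males (exact permutation test, adjusted p = 0.0184, 6 of 6 mice above the vehicle mean) and by 1.08 in females (exact permutation test, adjusted p = 0.0654, 5 of 5). Proteasome genes moved by 0.00847 in males (exact permutation test, adjusted p = 0.920, 3 of 6 above) and by -0.192 in females (exact permutation test, adjusted p = 0.0841, 5 of 5 below). No score of the following passed. Schwann cell genes moved by -0.209 in males and 0.463 in females, slow fiber genes by -0.349 and 1.79, fast fiber genes by 0.116 and -0.194, the type 2A fiber gene Myh2 by 0.784 and 1.34, and endothelial genes in females by -0.00292. No lymphocyte gene was tested. None of these shifts was tested for a difference between the sexes.

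Counts of female-biased liver genes in male libraries rose with the hepatocyte score (12 mice, Pearson 0.929, permutation p = 2.0e-05, adjusted 8.0e-05, Spearman 0.917, permutation p = 0.00011, adjusted 0.00044, over 4 relations), and Pearson's r was 0.865 without the 2 mice farthest from the median score. For male-biased liver genes in female libraries the values were 0.758 (11 mice, permutation p = 0.00723, adjusted 0.00723) and 0.486 (permutation p = 0.132, adjusted 0.153), and Pearson's r of 0.150 without 2 mice shows that the relation rests on them.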
